# Transcriptomic regulations of heat stress response in the liver of lactating dairy cows

**DOI:** 10.1186/s12864-023-09484-1

**Published:** 2023-07-20

**Authors:** Guangsheng Li, Xingtan Yu, Ananda B. Portela Fontoura, Awais Javaid, Víctor Sáinz de la Maza-Escolà, Nia S. Salandy, Susan L. Fubini, Ester Grilli, Joseph. W. McFadden, Jingyue Ellie Duan

**Keywords:** Dairy cow, Liver, Heat stress, Transcriptome, Metabolism

## Abstract

**Background:**

The global dairy industry is currently facing the challenge of heat stress (HS). Despite the implementation of various measures to mitigate the negative impact of HS on milk production, the cellular response of dairy cows to HS is still not well understood. Our study aims to analyze transcriptomic dynamics and functional changes in the liver of cows subjected to heat stress (HS). To achieve this, a total of 9 Holstein dairy cows were randomly selected from three environmental conditions - heat stress (HS), pair-fed (PF), and thermoneutral (TN) groups - and liver biopsies were obtained for transcriptome analysis.

**Results:**

Both the dry matter intake (DMI) and milk yield of cows in the HS group exhibited significant reduction compared to the TN group. Through liver transcriptomic analysis, 483 differentially expressed genes (DEGs) were identified among three experimental groups. Especially, we found all the protein coding genes in mitochondria were significantly downregulated under HS and 6 heat shock proteins were significant upregulated after HS exposure, indicating HS may affect mitochondria integrity and jeopardize the metabolic homeostasis in liver. Furthermore, Gene ontology (GO) enrichment of DEGs revealed that the protein folding pathway was upregulated while oxidative phosphorylation was downregulated in the HS group, corresponding to impaired energy production caused by mitochondria dysfunction.

**Conclusions:**

The liver transcriptome analysis generated a comprehensive gene expression regulation network upon HS in lactating dairy cows. Overall, this study provides novel insights into molecular and metabolic changes of cows conditioned under HS. The key genes and pathways identified in this study provided further understanding of transcriptome regulation of HS response and could serve as vital references to mitigate the HS effects on dairy cow health and productivity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09484-1.

## Introduction

Since global warming continues escalating together with relatively high ambient humidity levels in large confinement cow farms, heat stress (HS) has become a critical issue for the dairy industry [1]. In lactating dairy cows, the increased milk production can raise metabolic challenges to maintaining nutrient and energy homeostasis [1]. Especially during the hot days, when the internal heat load has already been elevated in cows to support high milk production, the excessive heat from the environment disrupts their metabolic balance [1, 2]. As a result, cows tend to be more susceptible to disease and have poorer reproductive performance under the HS condition [3, 4], and their inflammatory response and immune system are induced [5]. Importantly, overall milk production, including milk yield and quality, is dramatically reduced by HS in dairy cows [3, 4].

To understand the impact of HS on dairy cow homeostasis, tremendous efforts have been made to dissect the physiological response to heat stress in lactating cows. It is well-recognized that the respiratory rate and rectal temperature are elevated in heat-stressed cows, indicating a skewed thermal balance [6]. HS also reduces dry matter intake (DMI) in cows, posing a negative impact on nutrient transportation and energy partitioning [7]. In order to counteract the impact of reduced DMI, previous studies have employed the pair-feeding strategy, a feeding strategy matching the DMI of heat-stressed cows to thermal-neutral cows, and they have reported that the reduced DMI only accounts for around half of the milk reduction, indicating other mechanisms that have direct effects on the production performance in heat stressed cows [8, 9].

High throughput RNA sequencing (RNA-seq) technology allows capturing of the whole transcriptome dynamics in different tissues, making it possible to identify key genes or regulatory networks in HS responses of dairy cows. Recent studies have revealed that in the mammary gland of dairy cows, HS induced the upregulation of heat shock proteins (HSPs), while genes associated with milk protein synthesis were downregulated, including *CSN1S1*, *CSN2*, *STAT5A*, and *JAK2* [10]. Moreover, genes and pathways related to cell death, cytoskeleton degradation, and immune response were upregulated during the dry period in dairy cows under HS [11]. During the lactation period, genes related to amino acid and glucose transport such as *SLC38A10* and *SLC2A1* were downregulated. Inflammatory pathway involving NF-𝜿B and metabolic pathway involving PPAR𝛄 were activated and repressed by HS, respectively [7]. These studies suggest a direct impact of HS on the mammary gland at the transcriptomic level.

The liver is the essential site responsible for the whole body’s metabolism, which plays essential roles in lactation via providing glucose and amino acids for milk component synthesis [12]. Basal glucose concentrations were lower in dairy cows under HS, and metabolic pathways related to oxidative phosphorylation were activated in the liver at the proteomic level, contributing to reduced milk yields and the alteration of milk composition [13–15]. Moreover, a qPCR study of genes associated with carbohydrate metabolism and inflammatory processes revealed that HS could affect hepatic gene expression, such as the upregulation of *PCK1*, *PDK4*, *HP* and *NFKB1* in cows under HS [16]. Similar results were illustrated in sheep that HS impaired the liver carbon metabolism, the PPAR signaling pathway, and vitamin digestion and absorption [17]. Previous research also reported the potential crosstalk between liver and mammary gland that could regulate metabolism, innate immunity, and proliferation in lactating cows based on transcriptome profiles of these two organs [18]. However, the transcriptomic impact of HS on the liver is still largely unknown. Thus, our objectives are to generate a comprehensive profile of transcriptomic changes in the liver of lactating cows under HS and to identify potential candidate regulatory genes associated with HS-related metabolic dysregulation in dairy cows.

## Materials and methods

### Animals and sample collection

All experiment procedures were approved by the Cornell University Institutional Animal Care and Use Committee (#2018 − 0110). Animals in the present study were randomly picked (n = 9) from a total of 46 Holstein dairy cows that were part of another experiment. The experimental details have been previously described in a recent publication [19]. The temperature-humidity index (THI) was calculated based on the equation reported by Kendall et al. [20]:

THI = (1.8 x Temperature + 32) – [(0.55–0.0055 x Humidity) x (1.8 x Temperature − 26)].

Briefly, animals were transported from the Cornell University Research Center (Dryden, NY) to Cornell University Large Animal Research and Teaching Unit (Ithaca, NY) and acclimated in thermoneutrality (22.2 ± 0.25 °C; 44.9 ± 0.05% relative humidity; 68 ± 0.32 THI) for 7 days. Next, cows were balanced according to lactation, days carrying a calf, and milk yield before being allocated into three environmental conditions for 14 days: thermoneutrality (TN; n = 3, average days in milk = 190), heat stress (HS; 6 am-6 pm 27–37 °C, THI = 74–82; 6 pm-6 am 27 °C, THI = 74; n = 3, average days in milk = 211) and thermoneutrality but pair-fed to match the feed intake of heat stressed cows (PF; n = 3, average days in milk = 226). Cows were fed twice daily at 7:30 am and 4:30 pm and also milked twice daily at 6 am and 4 pm. Along with dry matter intake (DMI) and milk yield, cows were monitored thrice daily for clinical signs of HS (rectal temperature, skin temperature, and respiration rate) during the study. On day 12 of the treatment, liver biopsies were performed as previously described by Rico et al. [21] using aseptic techniques. Briefly, hair was clipped surrounding the 11th intercostal space, and the incision site was sanitized with iodine scrub and anesthetized with lidocaine HCl (12 ml; Vedco, lnc., Saint Joseph, MO) delivered subcutaneously. Following the collection of tissue, the biopsy site was stapled and sprayed with antiseptic, while liver tissue obtained from the cows was immediately frozen in dry ice and then transported to the lab where samples were kept in -80 °C until further RNA extraction.

### Liver RNA extraction

Total RNA was isolated from each sample using TRIzol reagent (Invitrogen, Carlsbad, CA), Phasemaker™ tubes (Invitrogen), and RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions with minor modifications. Specifically, tissue samples were homogenized in TRIzol and lysates were transferred to Phasemaker™ tubes with chloroform for 20 min rotation at 4 °C. The aqueous phase was then transferred to the gDNA elimination column for 1 min rotation at room temperature. The eluted RNA was washed with cold 70% ethanol, transferred to the RNeasy mini spin column, and washed with buffer RPE and RW1 (RNeasy Mini Kit). Finally, RNAs were eluted in RNAse-free water and concentrations were determined by a NanoDrop 1000 spectrophotometer (Thermo Scientific, Waltham, MA).

### Library preparation and sequencing

RNA quality control (QC), library construction, and RNA sequencing were performed through the service provided by Novogene Inc. (Sacramento, CA, USA). Briefly, RNA quality was evaluated on Bioanalyzer 2100 (Agilent) and only samples passed the QC were proceeded with the downstream process. Next, mRNA was enriched from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis. The library was ready after a series of subsequent steps, including end pair, A-tailing, adapter ligation, size selection, amplification, and purification. Finally, the library was checked with Qubit and real-time PCR for qualification and evaluated on a bioanalyzer for fragment size distribution. Quantified libraries were pooled and sequenced on Illumina platforms in paired-end mode (2 × 150 bp).

### RNA-seq analyses

The adaptor removal and quality control of the raw sequencing reads were carried out using fastp (v0.23.2) [22]. Reads with a percentage of low-quality base (quality score < 20) > 40% were removed. Reads with length < 30 bp or with too much Ns (> 5%) were also removed in this study. The cow reference genome (ARS-UCD 1.2) was downloaded from UCSC database, and the alignment of clean reads were performed with STAR (v2.7.9a) [23] allowing no more than 3 mismatches. The raw read counts for each gene were extracted using featureCounts (v2.0.3) [24], and the gene expression level was normalized by transcripts per million (TPM) using IsoEM2 [25]. Then the principal component analysis (PCA) was performed using the top 3,000 variable genes identified by DEseq2 [26] R package to predict the correlations of the samples.

For the identification of differentially expressed genes (DEGs), the raw read count matrix was imported into DEseq2 [26] R package. The pair-wise comparison was performed among three conditions and DEGs were selected. The selecting criteria of DEGs was: Fold Change (FC) >1.5 and FDR < 0.1. Additionally, an unsupervised hierarchical clustering was applied for the whole DEG list to highlight gene expression pattern from different groups, and the heatmap was generated with ComplexHeatmap [27] package in R. The gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway [28] enrichment of upregulated and downregulated DEGs under different environmental conditions were then performed using clusterProfiler (v4.0.5) [29] in R (v4.1.1).

### Real-time quantitative PCR validation

Real-time quantitative PCR (RT-qPCR) was performed to validate the results of RNA-seq analysis. A total of nine genes (*ACACA*, *CRYAB*, *DIO1*, *GPC3*, *HSPA1A*, *HSPB1*, *MIOX*, *PRAP1*, *WFDC2*) that were more than 2-fold differentially expressed were randomly selected. Total RNA was extracted from each sample as described above and 1 ug RNA was used for reverse transcription using iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA) according to the manufacturer’s instructions. RT-qPCR was conducted using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) in a CFX384 Touch Real-Time PCR machine (Bio-Rad). The reaction cycle was as follows: one cycle at 95 °C for 30 s, 40 cycles at 95 °C for 10 s, and at 60 °C for 30 s, and melting curve analysis using the instrument’s default setting. The primers were designed by NCBI Primer-BLAST and the primer list was shown in Additional file 1: Table S1. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) was used as the internal control gene. The relative expression was calculated with 2^−ΔΔCT^ method [30]. To check the consistency between RNA-seq and RT-qPCR, we calculated the R square of a linear regression between these two results.

### Regulatory factor identification and protein-protein interaction

We identified transcription factors (TFs) and transcription cofactors in cattle using Animal Transcription Factor Database [31]. In addition, we used the Search Tool for the Retrieval of Interacting Genes (STRING, v11.5, https://string-db.org /) to construct the protein-protein interaction (PPI) networks for the DEGs from each pair-wise comparison, and proteins with interaction score < 0.4 were removed from our results. The PPI network was visualized using Cytoscape (v3.9.1, https://cytoscape.org/) to show core hub genes.

### Statistical analysis

For DMI, milk yield and clinical phenotypes measured during the experiment, summary statistics were obtained using R software (v4.1.1). The statistical differences between different conditions were calculated using the ANOVA function in R with the following model:

$${Y}_{ij}= \mu +{A}_{i} + {B}_{j}+{C}_{k}+ {A}_{i} \times {B}_{j} +{e}_{ij}$$

Where $${Y}_{ij}$$ = phenotypic value; $$\mu$$ = population mean; $${A}_{i}$$ = environmental conditions; $${B}_{j}$$ = days of treatment; $${C}_{k}$$ = random effect of cow; $${A}_{i} \times {B}_{j}$$ = the interaction effect between treatment and day; $${e}_{ij}$$ = residual error.

For relative expression with qPCR, we follow the 2^−ΔΔCT^ method [30] as following three steps:

$$\Delta Ct\left( {sample} \right){\text{ }} = Ct\left( {Target{\text{ }}gene} \right) - Ct\left( {GAPDH} \right)$$

$$\Delta \Delta Ct{\text{ }} = \Delta Ct\left( {calibrator{\text{ }}group} \right) - \Delta Ct\left( {other{\text{ }}group} \right)$$

Fold change from calibrator group $$= {2^{ - \Delta \Delta Ct}}$$

To check the gene expression pattern between RNA-seq and qPCR results, we performed the Person Correlation analysis and calculated R^2^ values in each animal group using R software (v4.1.1).

## Results

### Impact of heat stress on feed consumption, milk yield and clinical phenotypes

During the experiment, the mean of daily DMI in the TN group fluctuated between 23.33 and 28.38 kg, which was significantly higher than that of the HS group (ANOVA test, *p* < 0.05, Fig. 1). To demonstrate that the reduced DMI in the HS group is partially causing milk yield reduction, we included a PF group that had a matched DMI to the low energy intake with the corresponding HS counterpart. As expected, the TN group exhibited a significantly higher milk production (37.94 ± 3.92 kg/d) than the HS or PF group (ANOVA test, *p* < 0.05, Fig. 1). Meanwhile, we observed a much faster rate of milk reduction in HS group compared to PF group in the first week, although the milk yield tended to be the same for the rest of experiment between these two groups (ANOVA test, p < 0.1, Fig. 1). For the clinical phenotypes, the HS group exhibited significantly higher levels of rectal temperature, skin temperature, and respiration rate compared to the PF or TN group (ANOVA test, p < 0.05, Additional file 4: Figure S1), while no clinical signs of HS were observed in the PF and TN groups.

**Fig. 1:**
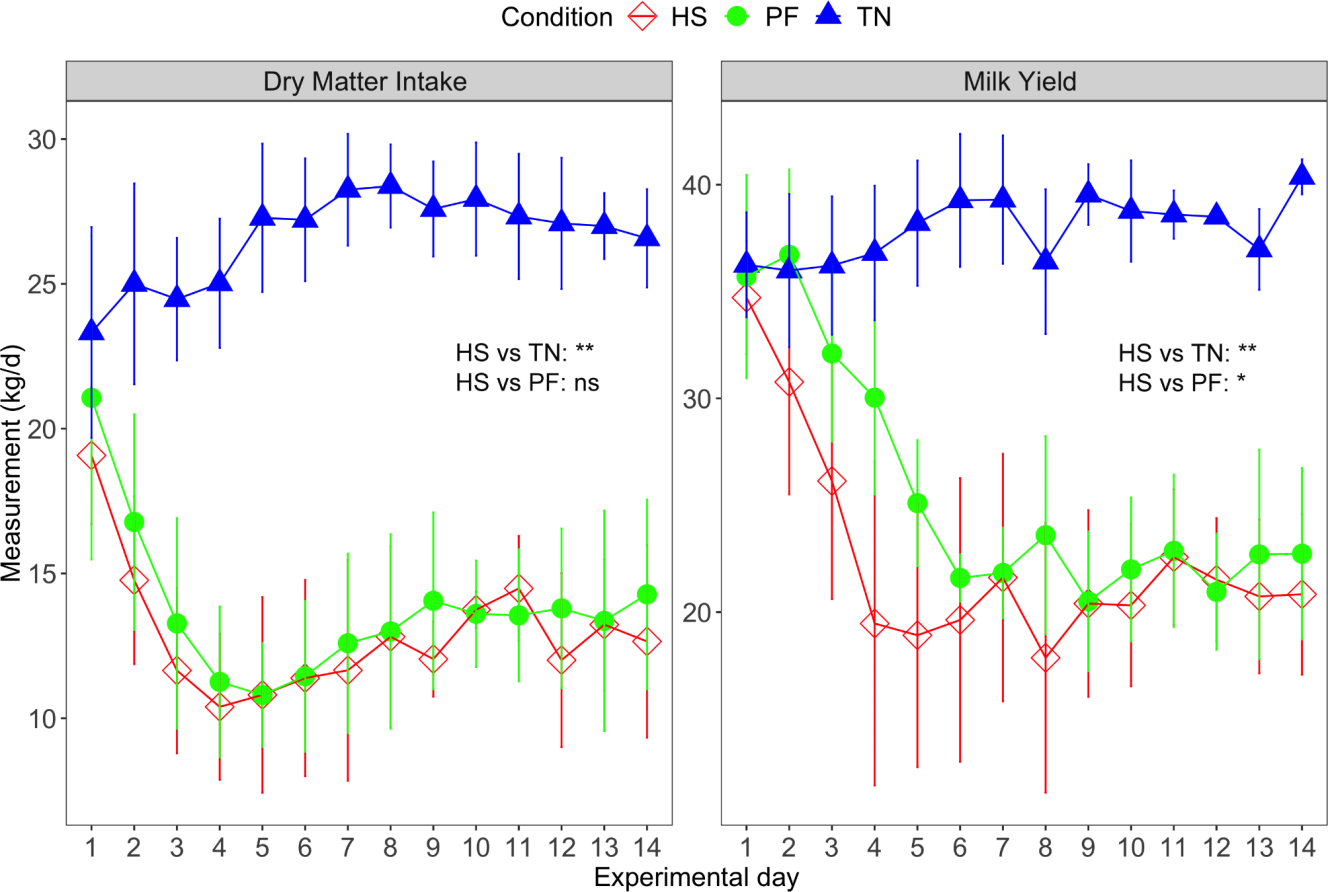
The dynamics of the dry matter intake and milk yield during the experiment. **: p < 0.05; *: p < 0.1; ns: no significance. The significance of the difference between different groups are calculated for the whole study period. The points show the mean value and the vertical lines show the standard error. TN: thermoneutrality; HS: heat stress; PF: pair-fed

### Summary statistics of the sequencing data

To identify how HS impacts cow liver function and define its role in milk yield reduction, we collected liver biopsy, performed RNA extraction, and analyzed transcriptome using RNA-seq. 

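Each group held 3 cows, and each cow gave 1 liver biopsy and 1 library, so that there were 9 libraries and n = 3 in every group. The values used here are the authors' read counts per gene, without normalization. According to the paper, the reads were cleaned with fastp, aligned to ARS-UCD1.2 with STAR allowing no more than 3 mismatches, and counted on genes with featureCounts. The paper's text does not name the annotation release, the strand setting or the treatment of reads that fit several genes. The counts cover 28786 genes listed by symbol, of which 21008 had at least 1 count in at least 1 cow. Of the listed symbols, 24366 were found in the RefSeq annotation of ARS-UCD2.0, a later assembly than the one the reads were aligned to, so gene positions are not given and that annotation was used only to name the genes beside or overlapping a gene.

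The groups were compared in pairs, each in a fit of its 6 libraries, with the quasi-likelihood F test of edgeR after TMM normalization and the removal of genes with low counts (filterByExpr). The p-values were adjusted over all genes tested with the Benjamini-Hochberg method (FDR), and a DEG had an FDR under 0.1 and a fold change over 1.5, the criteria of the paper. Expression is given as TMM-normalized CPM, as the mean ± SD of n = 3 cows. The standard error (SE) of each log2 fold change is its absolute value divided by the square root of its F statistic. This SE restates the edgeR test and is no separate estimate of the spread between cows. An exact two-sided permutation test of 3 cows against 3 cannot give a p below 0.1, and chance alone leaves the groups without overlap in 10% of genes. DESeq2, which the paper used, was run on the same counts as an alternative. Its own standard errors differed from the SE given here in both directions. In HS against TN cows they were 1.70 for *PRSS2* and 0.28 for *COX1*, against an SE of 0.80 and 0.71.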

The Illumina PE150 platform was used to generate the high-throughput data, and the quality of sequencing data was summarized in Additional file 1: Table S2. A total of 399,528,794 raw reads were produced in the nine samples, and 397,164,236 clean reads passed the quality control, with an average error rate of 0.03%. 

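The number of reads counted on genes ranged from 16874444 in TN replicate 1 to 22557047 in HS replicate 1. The median per group was 16923423 counts in TN, 19293185 in PF and 18606612 in HS cows. A count of 0 allows a level of up to 3 counts, which is 0.111 CPM in HS replicate 1 and 0.202 CPM in HS replicate 3, the largest and the smallest library after TMM normalization. The reads carried no molecular identifiers and were amplified by PCR, so such limits and the confidence intervals of shares cover counting error only.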

The GC contents of the samples were within 46.39 − 49.44%, which was in consistent with base composition rules. The sequencing quality indicator (Q20 and Q30 $$\ge$$ 92.2%) suggested high sequencing quality in this study. For the alignment, the unique read mapping rate to the cow reference genome was around 95%, indicating that we had robust data quality in our bioinformatic analysis.

### PCA analysis and identification of differentially expressed genes

To determine the correlation among the samples from different conditions, we conducted PCA analysis using the expression data of the top 3000 variable genes. The result revealed that all the samples formed three clusters, and these patterns confirmed that our RNA-seq data was consistent with our experimental design (Additional file 5: Figure S2). 

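In a PCA of the variance-stabilized counts of the 3000 most variable genes, the first component held 35.8% of the variance and the second held 17.7%. TN replicate 1 lay at -51.6 on the first component, and the other 8 cows lay between -9.71 and 21.1. On the second component, HS cows lay between -27.4 and -0.783, TN cows between 1.55 and 9.53, and PF cows between -5.39 and 26.4, across both other groups. The mean distance was 46.4 between cows of the same group and 50.6 between cows of different groups. The separation of the groups in these distances (pseudo-F) was 1.65, and 3 of the 280 ways to split 9 cows into 3 groups of 3 gave a value as large (exact permutation test, p = 0.0107). With log2 CPM in place of the variance-stabilized counts, the alternative that moved it most, the pseudo-F was 1.24 with the same exact permutation p. Without HS replicate 2 the pseudo-F was 1.39 (exact permutation test, p = 0.0857), and without PF replicate 1 it was 1.45 (exact permutation test, p = 0.0643).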

For the identification of transcript profile differences among TN, HS, and PF, we performed a pairwise comparison to obtain differentially expressed genes (DEGs). 

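Summed over the pairwise comparisons, edgeR called 17 DEGs, which were 16 different genes because *DIO1* was called in 2 comparisons. The calls of DESeq2 fell on 392 different genes and included all 17 of these. The common dispersion between cows of a group was 0.119 for HS and TN, 0.109 for HS and PF, and 0.132 for PF and TN. Libraries were simulated with the dispersion of each gene in the HS and TN fit and 3 libraries per group. In these, edgeR called 92.5% of 200 genes changed 4-fold and 3% of 200 genes changed 2-fold, and DESeq2 called 96.5% and 33.5%. The changed genes were drawn only from those with higher counts, so these shares do not cover genes with low counts or the comparisons with PF cows.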

A total of 483 DEGs were identified in this study (Fig. 2A-C and Additional file 2: Table S3). The highest number of DEGs was found between the HS group and the TN group, with 133 genes in the HS group presenting upregulated expression, and 137 genes presenting downregulated expression (Table 1). Moreover, there were 122 and 91 DEGs in the comparisons between HS vs. PF and PF vs. TN respectively (Table 1). 

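Of 14582 genes tested between the HS group and the TN group with edgeR, 13 were DEGs, with 5 higher and 8 lower in the HS group, and 1365 had an unadjusted p under 0.05. The HS and TN cows did not overlap in 16.1% of the genes tested, where chance gives 10%. The choice of test moved this number most: DESeq2 called 270 genes, 133 of them higher and 137 lower in the HS group. Without HS replicate 2, edgeR called 0 genes (1131 with an unadjusted p under 0.05), and without TN replicate 2 it called 39.

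The DEGs with the smallest FDR all had a value of 0.0684 (edgeR, Benjamini-Hochberg). *PRSS2*, which encodes a trypsinogen, had 24.2 ± 8.54 CPM in HS and 0.165 ± 0.285 CPM in TN cows, a log2 fold change of 7.28 (SE 0.80) that rests on 8 counts in 1 TN cow. PF replicate 1 also had 408 counts of *PRSS2*, and the gene overlaps *LOC100300510* and *LOC509513* in ARS-UCD2.0. *C18H19orf81* had 4.93 ± 1.45 CPM in HS cows and 0 counts in each TN cow, so that it was at least 29.7-fold higher in the HS group with the TN group set to 3 counts. It had 37 counts in PF replicate 2 and overlaps *SHANK1* in ARS-UCD2.0. *PDYN* had 0.205 ± 0.0832 CPM in HS and 5.78 ± 2.94 CPM in TN cows, a log2 fold change of -4.86 (SE 0.62). For *DIO1*, which overlaps *IFT25* in ARS-UCD2.0, the levels were 59.9 ± 7.47 CPM and 336 ± 109.7 CPM and the log2 fold change was -2.50 (SE 0.32). *LOC107132300* had 1.35 ± 0.536 CPM in HS and 10.2 ± 1.87 CPM in TN cows, with a log2 fold change of -2.97 (SE 0.39). Across the 6 fits that each left out 1 cow, *PRSS2* lost its call in 2, *C18H19orf81* in 3, *DIO1* and *LOC107132300* in 4, and *PDYN* in 5. The other genes higher in the HS group were *HSPH1*, *HAMP* and *FOXA3*. The other 5 genes lower in the HS group were *NUP62*, *NT5C*, *TEX12*, *LOC616364* and *LOC531557*, which the rule for naming genes does not cover and which were chosen after their values were seen.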

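Between the HS group and the PF group, 4 of 14510 genes tested were DEGs by edgeR, 1 higher and 3 lower in the HS group, and 772 had an unadjusted p under 0.05. Between the PF group and the TN group, 0 of 14580 genes were DEGs, 1003 had an unadjusted p under 0.05, and the smallest FDR was 0.148 (edgeR, Benjamini-Hochberg). The groups did not overlap in 10.5% of genes for HS and PF and in 13.2% for PF and TN, where chance gives 10%. Without TN replicate 2, 14 genes were DEGs between the PF and TN groups.

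*CYP11A1*, which encodes the cholesterol side-chain cleavage enzyme, had 126 ± 13.0 CPM in HS and 14.3 ± 4.74 CPM in PF cows, a log2 fold change of 3.14 (SE 0.29, FDR 0.00269, edgeR). Its counts in the TN group ranged from 564 to 2900. *LOC100848815*, which lies between *BOLA-DQB1* and *BOLA-DRB3* in ARS-UCD2.0, had 0.804 ± 0.634 CPM in HS and 62.3 ± 26.2 CPM in PF cows, a log2 fold change of -6.17 (SE 0.53, FDR 0.00226, edgeR). TN replicate 3 also had only 0.716 CPM of *LOC100848815*, while TN replicates 1 and 2 had 72.3 and 100.5 CPM. In the PF group *DIO1* had 425 ± 80.3 CPM, and its log2 fold change in the HS group against it was -2.83 (SE 0.28, FDR 0.00294, edgeR). *SEC14L3*, which overlaps *MTFP1* in ARS-UCD2.0, had 3.97 ± 1.20 CPM in HS and 30.7 ± 5.23 CPM in PF cows, a log2 fold change of -2.97 (SE 0.30) with the FDR of *DIO1*. These 4 genes kept their calls in each of the 6 fits that left out 1 cow, but with all 9 samples in 1 fit *CYP11A1* and *LOC100848815* lost theirs; the FDR of *LOC100848815* ranged from 4.51e-40 to 0.162 over its alternatives.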

The overlaps of upregulated and downregulated genes among three comparisons were shown in Additional file 6: Figure S3. We found that there were 9 upregulated and 23 downregulated genes that were common in both the HS and PF groups, such as *GPC3*, *SDC1* and *UGP2*, suggesting these overlapping genes were regulated by reduced DMI during HS. Therefore, we removed these genes in further analysis when considering the direct effect of HS.

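Because edgeR called no gene between the PF and TN groups, no DEG was common to both comparisons with the TN group. Without the filter on low counts edgeR gave 14 genes higher and 24 genes lower in both. *GPC3*, which overlaps several genes in ARS-UCD2.0, had 483 ± 192 CPM in HS, 337 ± 155 CPM in PF and 91.1 ± 50.0 CPM in TN cows. Its log2 fold change against the TN group was 2.40 (SE 0.53, FDR 0.269, edgeR) in HS and 1.89 (SE 0.52, FDR 0.653) in PF cows. *SDC1* had 78.5 ± 15.7, 68.4 ± 3.60 and 30.7 ± 10.3 CPM in HS, PF and TN cows, with log2 fold changes of 1.34 (SE 0.29, FDR 0.257, edgeR) and 1.16 (SE 0.29, FDR 0.586). *UGP2* had 109 ± 5.56, 129.6 ± 23.1 and 48.6 ± 14.3 CPM in these groups, with log2 fold changes of 1.15 (SE 0.26, FDR 0.272, edgeR) and 1.41 (SE 0.31, FDR 0.488). None of the 3 genes was a DEG in these edgeR fits, and each HS and PF cow had more of each than each TN cow. DESeq2 called all 3 in both comparisons. Of the 15 alternatives, DESeq2 included, 3 called *GPC3* in HS and 2 in PF against TN cows. For *SDC1* these numbers were 2 and 2, and for *UGP2* 1 and 2.

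Both comparisons use the same TN cows. Across 14341 genes, which are not independent replicates, the log2 fold changes of HS and PF cows against the TN cows had a correlation of r = 0.621, and 75.6% had the same sign. In 20 simulations with no change in either group and the TN libraries shared, r ranged from 0.495 to 0.530, and 66.2% to 67.6% of genes had the same sign. DESeq2 called up to 5 genes higher and up to 3 genes lower in both comparisons in these simulations, with a median of 1 in each direction. Each simulated gene was drawn on its own, without the correlation between genes that real livers have. These ranges may therefore be too narrow, so they cannot decide whether the observed values exceed chance.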

**Fig. 2:**
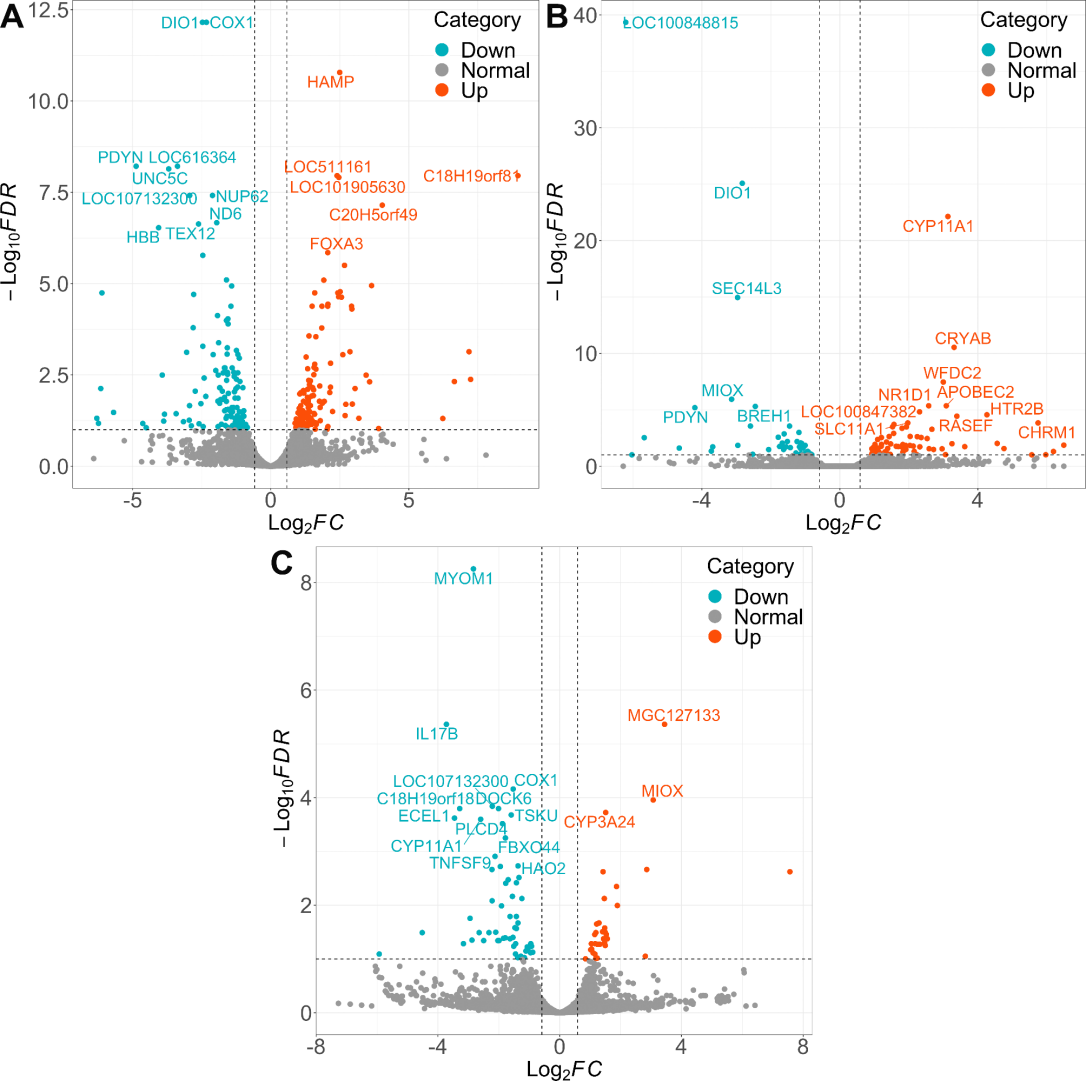
Distribution of DEGs in pairwise comparison. **A**: The DEGs of HS vs. TN;**B**: The DEGs of HS vs. PF; **C**: The DEGs of PF vs. TN. DEG: differentially expressed gene; TN: thermoneutrality; HS: heat stress; PF: pair-fed. The names of top 16 DEGs are annotated. Bule dots show the downregulated genes, red dots show the upregulated genes and gray dots mean not significant

**Table 1:** Number of DEGs in pairwise comparison. DEG: differentially expressed gene; TN: thermoneutrality; HS: heat stress; PF: pair-fed; FC: fold change; FDR: false positive rate

Comparison	Total	Upregulation	Downregulation	Criteria
HS vs. TN	270	133	137	FC >1.5, FDR < 0.1
HS vs. PF	122	73	49	FC >1.5, FDR < 0.1
PF vs. TN	91	34	57	FC >1.5, FDR < 0.1

To obtain a deeper understanding of the gene expression patterns of the cows at different environmental conditions, we performed an unsupervised hierarchical clustering analysis of the whole DEG list (Fig. 3). We found that DEGs could be divided into three clusters, corresponding to their experimental groups with group-specific enrichment. Additionally, Gene ontology (GO) analysis showed that the genes in the TN-specific cluster were associated with ATP metabolic process and oxidative phosphorylation, and the genes in the HS-specific cluster could control chaperone-mediated protein folding and endoplasmic reticulum (ER) lumen function, while the genes in the PF-specific cluster were involved with cellular carbohydrate catabolic process and regulation of the fatty acid biosynthetic process.

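A test of the 3 groups together with edgeR found 7 of 15073 genes that differed among them at an FDR under 0.1, and 1184 with an unadjusted p under 0.05. The likelihood ratio test of DESeq2 moved this number most, to 291 genes. It fell to 2 genes without HS replicate 2 and rose to 47 without TN replicate 2.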

**Fig. 3:**
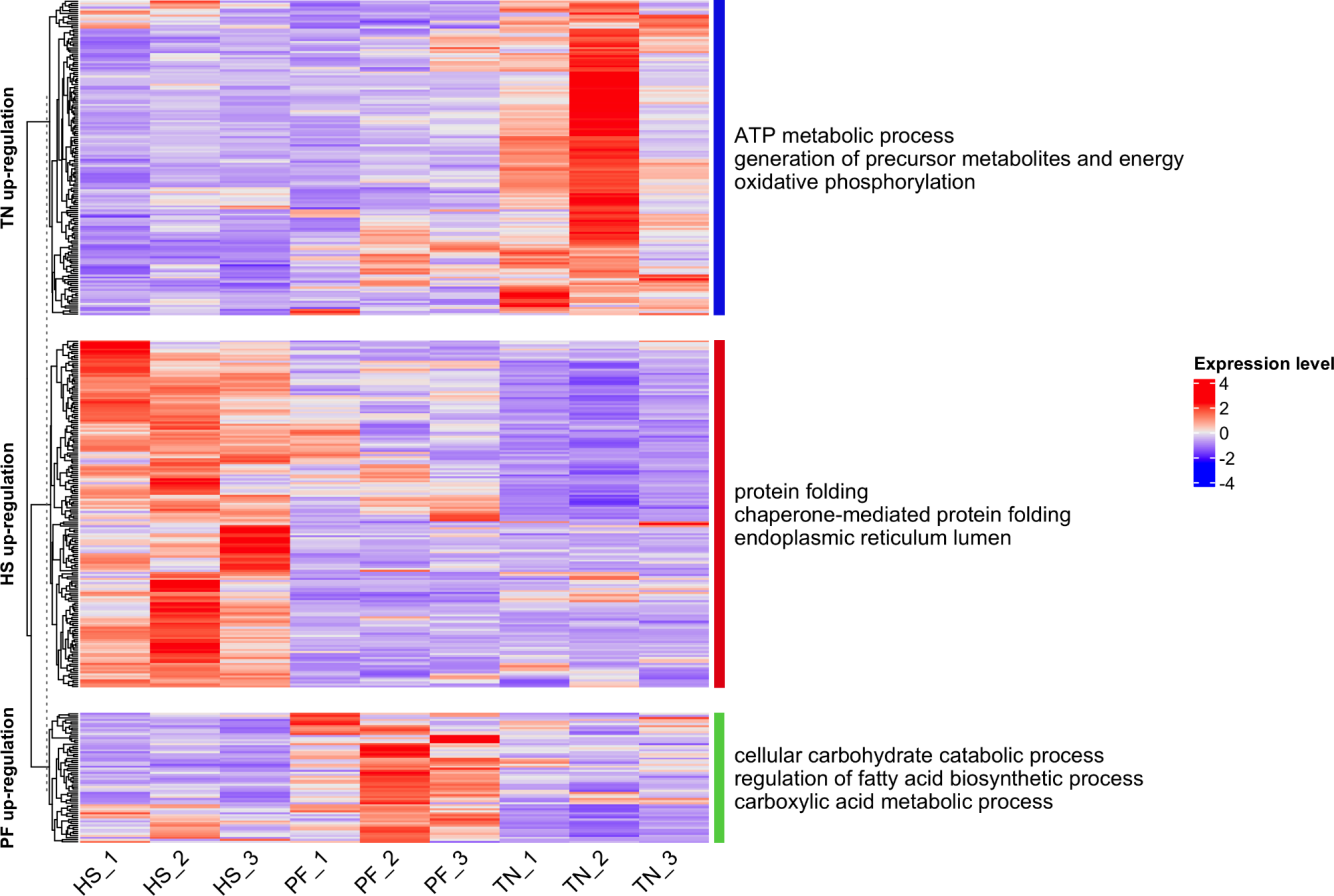
The heatmap of DEG expression levels. The X axis shows the samples, the Y axis shows three clusters, and the right labels show the GO enrichment annotation of the genes in each cluster. Each column stands for different samples and each row stands for different DEGs. The color indicates the TPM value, while red means high expression and blue means low expression. DEG: differentially expressed gene; TN: thermoneutrality; HS: heat stress; PF: pair-fed; TPM: transcripts per million; DEG: differentially expressed gene; GO: gene ontology

### HS induced expression changes in heat shock proteins, mitochondrial and inflammatory related genes

We next sought to evaluate the HS response in different functional categories, and performed a systematical analysis of genes related to heat shock proteins, mitochondria, and inflammation. In our study, there were 26 molecular chaperone-coding genes showing upregulation (FC > 1.5) in response to HS (Table 2). These included members of the heat shock protein (HSP) 90 family (*HSP90AA1*, *HSP90AB1*, *HSP90B1*), HSP40 family (*DNAJA1*, *DNAJA3*, *DNAJB1*, *DNAJB6*, *DNAJB9*, *DNAJC30*, *Sect. 63*), and HSP70 family (*HSPA1A*, *HSPA1L*, *HSPA5*, *HSPA6*, *HSPA8*, *HSPA9*, *HSPA13*). Moreover, in the comparison between the HS group and the TN group, 6 HSPs were significantly (FC > 1.5, FDR < 0.1) elevated in the HS group (Fig. 4). 

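Of the 26 chaperone genes in Table 2, 24 had enough counts to be tested between the HS and TN groups. All 24 were higher in the HS group, with log2 fold changes from 0.55 to 2.88 and a median of 0.93, and 21 exceeded a fold change of 1.5. The fold changes of *DNAJB6*, *SEC63* and *HSPA8* were 1.47, 1.48 and 1.48. *HSPB3* and *HSPB7* had 1 count in 1 HS cow and none in TN cows, so no fold change is given for them. The FDR of the 24 genes ranged from 0.114 to 0.688 (edgeR, Benjamini-Hochberg), so 0 were DEGs, and 13 had an unadjusted p under 0.05. Adjusted over the list alone, 14 passed both thresholds, but the study chose this list on the same cows, so that number is not independent evidence. The HS and TN cows did not overlap in 16 of the 24 genes. The choice of the list on the same cows favors this too, so the 10% that chance gives is no fair comparison. DESeq2, the alternative that moved the number of DEGs in the list most, called 10. Without TN replicate 1, 15 genes exceeded a fold change of 1.5.

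**Figure D1:**
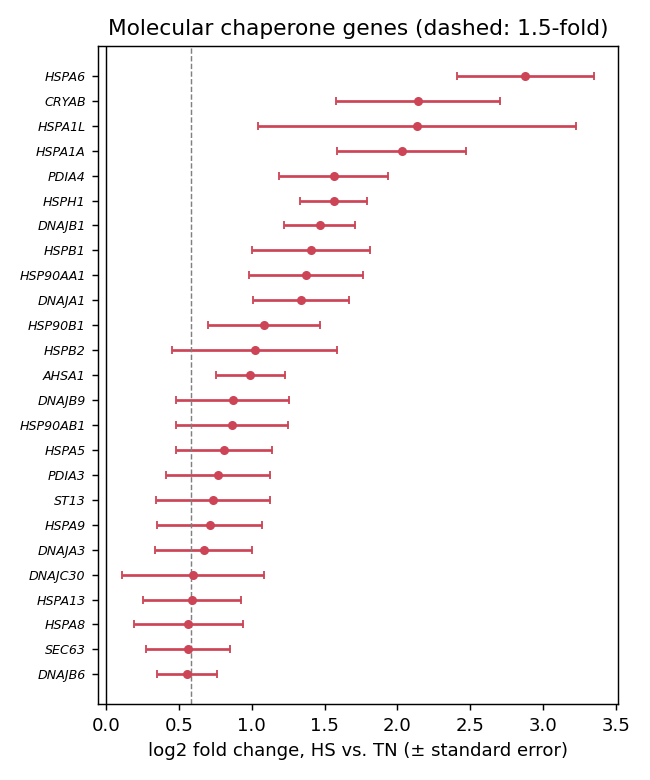
Log2 fold change between the HS and TN groups (x axis) of the 24 tested genes of Table 2 and of *HSPH1* (y axis), as points. Bars are ± 1 standard error, derived from the F statistic of edgeR, and a dashed line marks a fold change of 1.5. All points lie above 0, between 0.55 and 2.88.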

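*HSPH1* had 56.9 ± 5.27 CPM in HS and 19.1 ± 4.25 CPM in TN cows, a log2 fold change of 1.56 (SE 0.23), and was the only DEG among the 6 HSPs (FDR 0.0879, edgeR with Benjamini-Hochberg adjustment). It lost its call in all 6 fits that each left out 1 cow, with FDRs from 0.110 to 0.246 and log2 fold changes from 1.41 to 1.71. *HSPA6* had 4.42 ± 0.533 CPM in HS and 0.592 ± 0.211 CPM in TN cows, a log2 fold change of 2.88 (SE 0.47, FDR 0.114, edgeR). *HSPA1A* had 424 ± 220.1 CPM and 103 ± 35.6 CPM, a log2 fold change of 2.03 (SE 0.44, FDR 0.269, edgeR). The levels of *HSPB1* were 775 ± 234 and 289.8 ± 105 CPM, with a log2 fold change of 1.41 (SE 0.40), and those of *HSP90AA1* were 632 ± 186 and 242 ± 84.7 CPM, with a log2 fold change of 1.37 (SE 0.39), each with an FDR of 0.392 (edgeR). *HSP90B1* had 599 ± 131 and 280.3 ± 108 CPM, a log2 fold change of 1.09 (SE 0.39, FDR 0.465, edgeR). In each of the 6 genes every HS cow exceeded every TN cow, and all 6 passed when adjusted over the list alone, a list the study chose on these cows. DESeq2 called all 6.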

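Between the HS and PF groups, *HSPA6* had a log2 fold change of 1.90 (SE 0.47, FDR 0.405, edgeR with Benjamini-Hochberg adjustment), with 1.17 ± 0.483 CPM in PF cows. *HSPH1* had 19.6 ± 6.84 CPM in PF cows and a log2 fold change of 1.53 (SE 0.27, FDR 0.127, edgeR). Every HS cow exceeded every PF cow in both genes. DESeq2 called both, with an FDR of 0.0328 for *HSPA6* and 0.000319 for *HSPH1*, where the FDRs over all alternatives ranged up to 1.00 for *HSPA6* and up to 0.462 for *HSPH1*. With 1 cow left out, edgeR called *HSPH1* in 1 of 6 fits, at an FDR of 0.0550.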

Two of the HSPs (*HSPA6* and *HSPH1*) were also the DEGs between the HS and PF group. The expression level of the HSPs was highlighted in Fig. 4. 

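In the PF group, *HSPB1* had 482 ± 179.9 CPM, *HSPA1A* 214 ± 86.5 CPM, *HSP90AA1* 380.3 ± 89.6 CPM and *HSP90B1* 392 ± 63.4 CPM. Against the TN group, the log2 fold changes of the 6 HSPs in PF cows ran from 0.04 for *HSPH1* to 1.05 for *HSPA1A*. By edgeR 0 of the 6 were DEGs between these groups, 1 had an unadjusted p under 0.05, and the groups did not overlap in 1, where chance gives 10%. DESeq2 also called none of them, and the difference between their HS and PF responses was tested only as the direct comparison of the HS and PF cows.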

All of 6 HSP genes followed the same pattern: the significantly high expression in the HS group, lower expression in the PF group, and the lowest expression in the TN group, indicating chaperone-mediated protein folding activity was enhanced in the liver upon HS.

**Table 2:** List of upregulated chaperones in HS compared to TN. The upregulated chaperones are selected with a fold change > 1.5, and they are assigned to different HSP families. HSP: heat shock protein; TN: thermoneutrality; HS: heat stress

Category	Gene symbol	Entrez gene ID	Fold change (HS vs. TN)
Small HSPs	*HSPB1*	516,099	2.71062591
	*HSPB2*	508,671	2.05990198
	*HSPB3*	616,007	1.87241183
	*HSPB7*	512,251	1.87241183
	*CRYAB*	281,719	4.48700853
HSP40 gene family	*DNAJA1*	528,862	2.57980898
	*DNAJA3*	513,397	1.62626071
	*DNAJB1*	538,426	2.8248019
	*DNAJB6*	282,215	1.50182594
	*DNAJB9*	614,588	1.86674982
	*DNAJC30*	617,118	1.54695999
	*SEC63*	541,040	1.50926739
HSP70 gene family	*HSPA1A*	282,254	4.17746641
	*HSPA1L*	540,190	4.47467799
	*HSPA5*	415,113	1.79050575
	*HSPA6*	539,835	7.59592698
	*HSPA8*	281,831	1.51183354
	*HSPA9*	517,535	1.67380621
	*HSPA13*	505,907	1.53348317
HSP90 gene family	*HSP90AA1*	281,832	2.64569382
	*HSP90AB1*	767,874	1.86085867
	*HSP90B1*	282,646	2.1673705
Other chaperones	*ST13*	510,494	1.69790507
	*AHSA1*	539,220	2.03134865
	*PDIA3*	281,803	1.73705298
	*PDIA4*	415,110	3.01315146

**Fig. 4:**
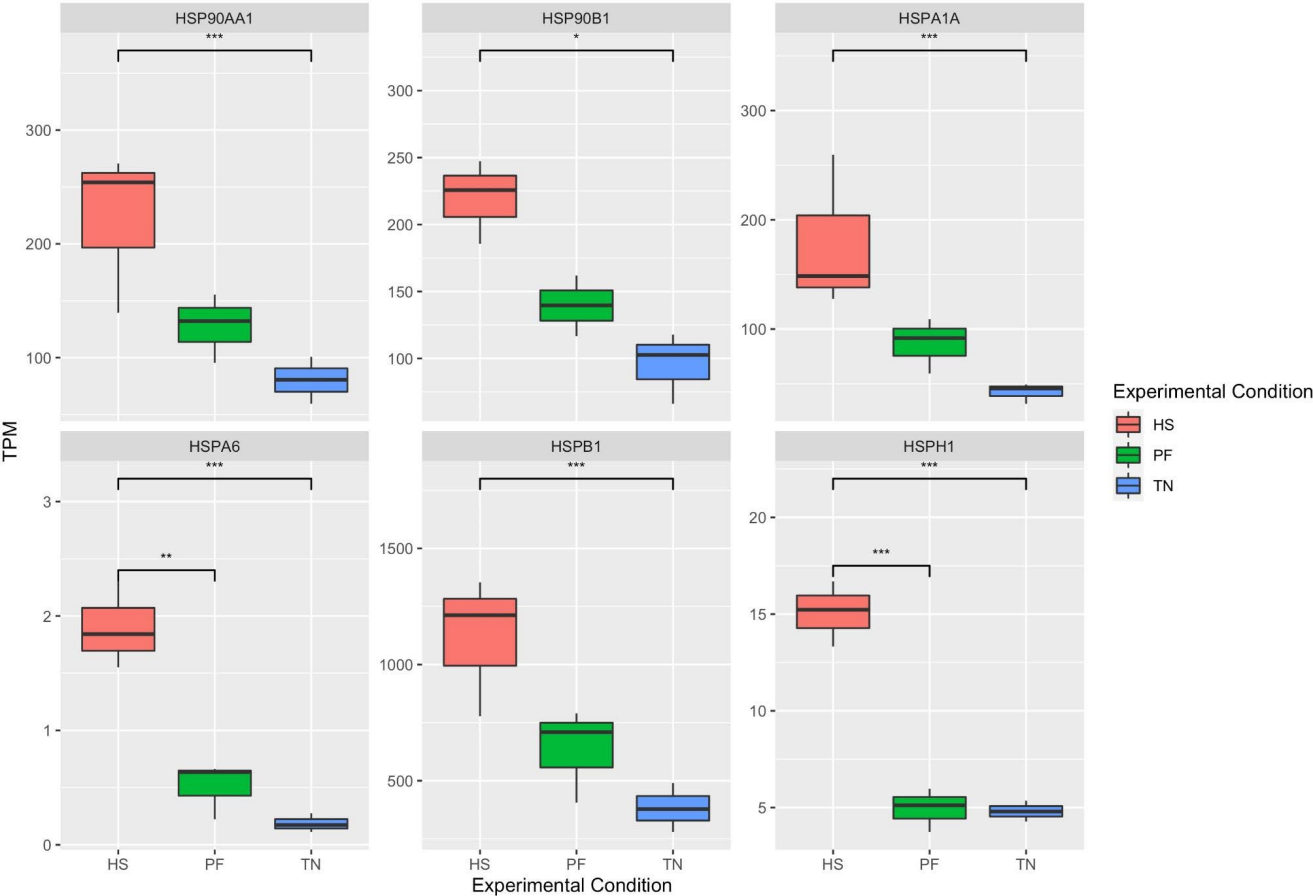
The expression pattern of differentially expressed HSPs. The X axis shows the three conditions, and Y axis shows TPM value. The boxplot shows the expression pattern of different HSPs, and the FDR value is obtained from DEseq2 result. HSP: heat shock protein; TN: thermoneutrality; HS: heat stress; PF: pair-fed; TPM: transcripts per million. ***: FDR < 0.01; **: FDR < 0.05; *: FDR < 0.1.

Seven genes involved in liver immune response also elevated their expressions when exposed to HS compared to the TN (Fig. 5), with a fold change ranging from 1.2 to 22. Among them, *HAMP* and *SAA3* were significantly upregulated in the HS cows compared to the TN groups (DEseq2, FDR < 0.01), while no significant difference was found between the PF group and the TN group.

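All 7 genes of Fig. 5 had a higher mean in the HS group than in the TN group, with log2 fold changes from 0.22 to 4.41, or fold changes from 1.17 to 21.3. *HAMP* was the only DEG by edgeR, 3 genes had an unadjusted p under 0.05, and 3 passed when adjusted over the list alone, a list the study chose on these cows. The number of DEGs ranged from 0 to 2 over the alternatives, with 2 under DESeq2 and without the filter on low counts, and at least 2 genes had an unadjusted p under 0.05 under each. *HP* had the largest change, a log2 fold change of 4.41 (SE 1.69, FDR 0.487, edgeR with Benjamini-Hochberg adjustment), but the groups overlapped, with 7112 ± 10651 CPM in HS and 332 ± 449 CPM in TN cows. Without HS replicate 2 it was 1.56 (SE 1.29, FDR 0.759). *IL1B* had 20.9 ± 5.92 CPM in HS and 17.8 ± 4.15 CPM in TN cows, a log2 fold change of 0.22 (SE 0.27, FDR 0.787, edgeR), which turned to -0.03 without HS replicate 3. *MAPK14* had 94.5 ± 11.7 and 78.3 ± 22.8 CPM, with a log2 fold change of 0.26 (SE 0.26, FDR 0.745, edgeR). *MYD88* had 28.7 ± 1.84 and 22.7 ± 4.14 CPM, with a log2 fold change of 0.33 (SE 0.21, FDR 0.612, edgeR). *STAT3* had 118 ± 20.1 and 82.4 ± 23.4 CPM, with a log2 fold change of 0.50 (SE 0.28, FDR 0.583, edgeR). Between the HS and PF groups all 7 were higher in the HS group and 0 were DEGs, with 3 at an unadjusted p under 0.05.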

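*HAMP* had 492 ± 63.7 CPM in HS and 87.7 ± 31.5 CPM in TN cows, a log2 fold change of 2.47 (SE 0.37, FDR 0.0919, edgeR with Benjamini-Hochberg adjustment). Each of the 6 fits that left out 1 cow lost this call, with FDRs from 0.106 to 0.343 and log2 fold changes from 2.20 to 2.69. *SAA3* had 83.8 ± 74.5 CPM in HS and 7.03 ± 2.48 CPM in TN cows, a log2 fold change of 3.56 (SE 0.68, FDR 0.184, edgeR), and every HS cow exceeded every TN cow in both genes. With 1 cow left out, the log2 fold change of *SAA3* ranged from 2.62 to 4.04, and 1 of 6 fits called it, at an FDR of 0.0676. In the PF group *HAMP* had 300.4 ± 334 CPM, with a log2 fold change against the TN group of 1.77 (SE 0.68, FDR 0.708, edgeR), which was 0.31 without PF replicate 2, whose level was 684 CPM. Of the 15 alternatives, 1 called *HAMP* in PF against TN cows, at an FDR of 0.0596, and DESeq2 did not (FDR 0.673). *SAA3* had 20.1 ± 6.92 CPM in PF cows, above every TN cow, with a log2 fold change of 1.52 (SE 0.35, FDR 0.523, edgeR). For *SAA3* in PF against TN cows the FDR was 0.0350 with DESeq2 and 0.0127 without the filter on low counts, where the alternatives ranged up to 1.00.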

**Fig. 5:**
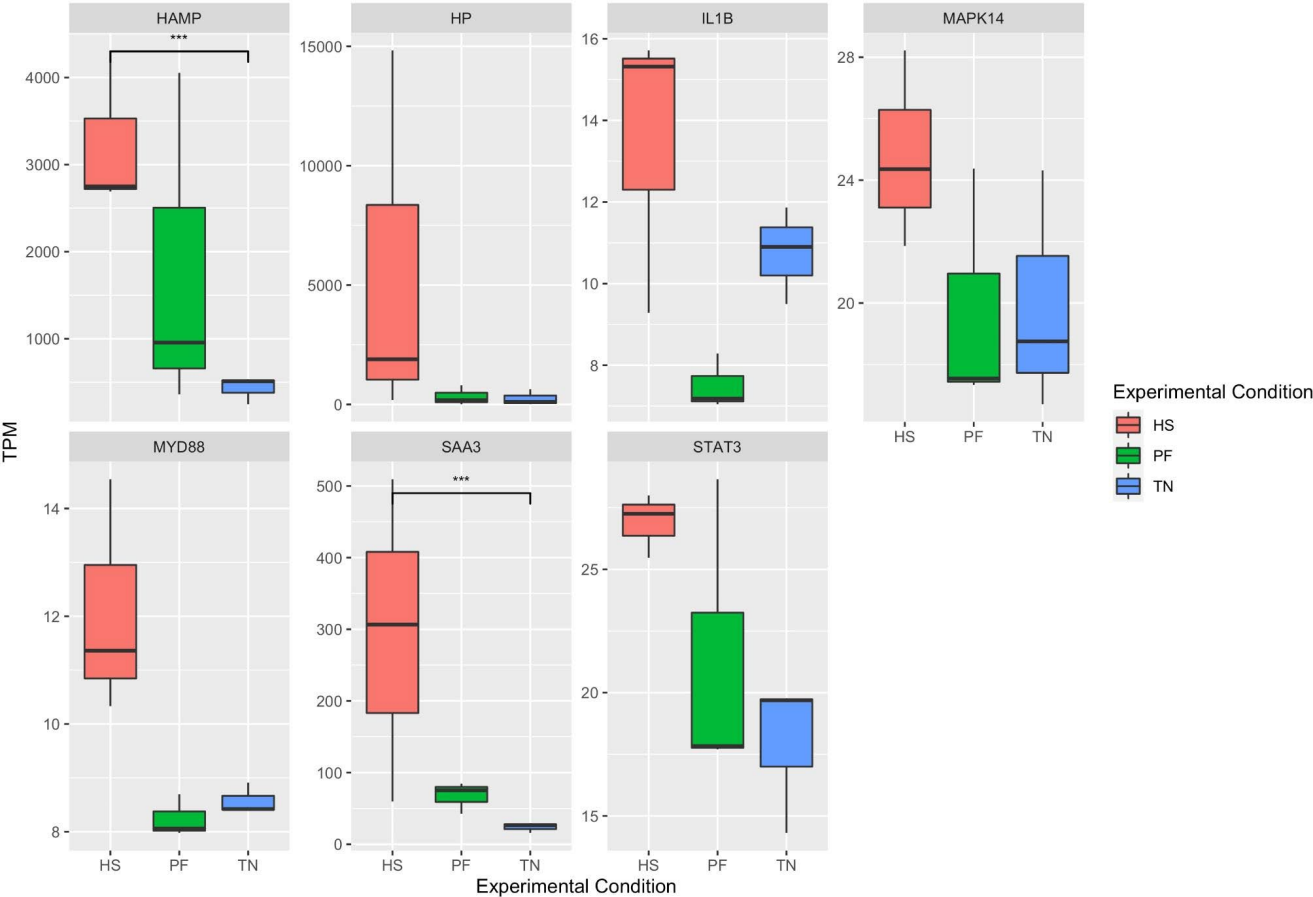
The expression pattern of liver inflammatory related genes. The X axis shows the three conditions, and Y axis shows TPM value. The boxplot shows the expression pattern of different genes, and the FDR value is obtained from DEseq2 result. TN: thermoneutrality; HS: heat stress; PF: pair-fed; TPM: transcripts per million. ***: FDR < 0.01; **: FDR < 0.05; *: FDR < 0.1.

Moreover, we found that all 13 protein-coding genes in mitochondria showed a significant (DEseq2, FDR < 0.01) downregulation in the HS group compared to the TN group (Fig. 6). Five of these mitochondrial genes were also the downregulated DEGs between the PF group and the TN group, including *COX1*, *COX2*, *CYTB*, *ND1* and *ND2*, while *COX1*, *ND3* and *ND6* were also significantly downregulated in the HS group compared to the PF group. 

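The 13 protein-coding genes of the mitochondrial genome were all lower in the HS group than in the TN group, with log2 fold changes from -2.36 to -1.04 and a median of -1.45. Every HS cow was below every TN cow in each of the 13 genes. Chance gives 10% for a single gene, but the 13 moved together, with an estimated correlation between genes of 0.63. The 13 genes are therefore not independent observations. Their FDRs ranged from 0.249 to 0.540 (edgeR, Benjamini-Hochberg), so 0 were DEGs, 12 had an unadjusted p under 0.05, and all 13 passed when adjusted over the list alone. DESeq2, which moved the calls most, called all 13, with FDRs from 7.04e-13 for *COX1* to 0.0592 for *ND2*. The FDRs of *COX1* over all alternatives reached 1.00. *COX1* had 16649 ± 3105 CPM in HS and 84517 ± 20782 CPM in TN cows, a log2 fold change of -2.36 (SE 0.71, FDR 0.396, edgeR). *ND6* had 428 ± 125 CPM and 1673 ± 390.2 CPM, a log2 fold change of -1.99 (SE 0.42, FDR 0.249, edgeR). *ATP8* had a log2 fold change of -1.21 (SE 0.32, FDR 0.340, edgeR), *ND2* of -1.06 (SE 0.47, FDR 0.522) and *ATP6* of -1.04 (SE 0.51, FDR 0.540). *ATP6* overlaps *ATP8* and *COX3*, *ND4* overlaps *ND4L*, and *ND5* overlaps *ND6*. Reads that fall within such an overlap may not be told apart, and how many did so was not tested.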

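Between the PF and TN groups all 13 mitochondrial genes were lower in the PF group, with a median log2 fold change of -0.90, and edgeR called 0 of them, while 8 had an unadjusted p under 0.05 and 12 passed when adjusted over the list alone. *COX1* had 29134 ± 2112 CPM in PF cows and a log2 fold change against the TN group of -1.54 (SE 0.45, FDR 0.693, edgeR with Benjamini-Hochberg adjustment). *COX2* had 4598 ± 935 CPM in PF and 10934 ± 2414 CPM in TN cows, a log2 fold change of -1.25 (SE 0.41, FDR 0.697, edgeR). The log2 fold changes of *ND1*, *CYTB* and *ND2* were -0.96 (SE 0.39), -0.93 (SE 0.38) and -0.90 (SE 0.36), each with an FDR of 0.708 (edgeR). Between the HS and PF groups the 13 genes were again all lower in the HS group, with a median log2 fold change of -0.47, and 0 were DEGs by edgeR, with 3 at an unadjusted p under 0.05 and 2 when adjusted over the list alone. *ND6* had 961 ± 269 CPM in PF cows and a log2 fold change in HS against PF cows of -1.17 (SE 0.34, FDR 0.589, edgeR). *ND3* had 1711 ± 429 CPM in HS and 3744 ± 531 CPM in PF cows, a log2 fold change of -1.13 (SE 0.32, FDR 0.576, edgeR), and the value for *COX1* was -0.81 (SE 0.33, FDR 0.880). The HS and PF cows did not overlap in 6 of the 13 genes, these 3 included. Chance gives 10% for a single gene, and the genes moved together here as well (estimated correlation 0.43). DESeq2 called 5 genes between the PF and TN groups and 3 between the HS and PF groups.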

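The 13 mitochondrial protein-coding genes took 22.2%, 13.6% and 18.3% of all counts in TN replicates 1, 2 and 3, a mean of 18.0% ± 4.35 (SD, n = 3 cows). In the PF group they took 6.90%, 7.13% and 7.79%, a mean of 7.28% ± 0.461, and in the HS group 5.47%, 5.68% and 3.84%, a mean of 5.00% ± 1.00. The 95% confidence interval of a single cow (Wilson) reached from 22.2244% to 22.2641% in TN replicate 1 and from 3.83582% to 3.85404% in HS replicate 3, so counting error was far smaller than the spread between cows. The mean share in HS against TN cows differed by -13.0 percentage points, and those of HS against PF and of PF against TN cows by -2.28 and -10.8 points. No cow of one group reached the range of another in any of these comparisons (exact two-sided permutation test, p = 0.1, the smallest p that 3 cows against 3 allow). Taken as the log2 ratio to the counts on all other genes, they were -2.06, -0.60 and -1.46 in the same order. Left out 1 at a time, the cows kept the difference between HS and TN between -15.3 and -10.9 points.

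**Figure D2:**
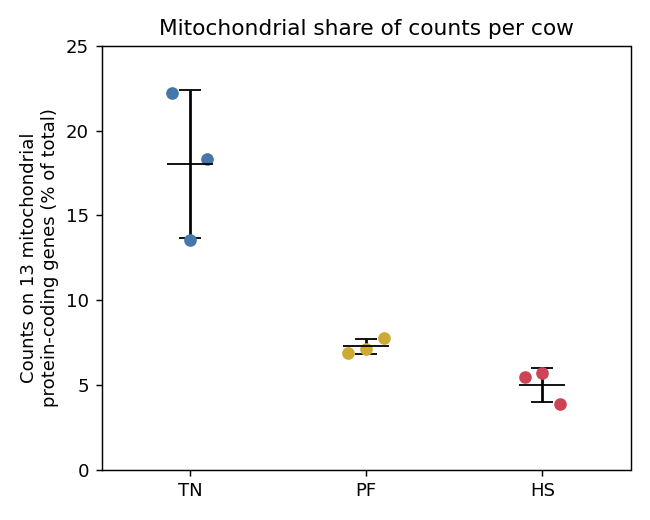
Share of all counts on the 13 mitochondrial protein-coding genes (y axis, percent) in each cow (points) of the TN, PF and HS groups (x axis), with the mean and 1 SD. TN cows lie between 13.6% and 22.2%, PF cows between 6.90% and 7.79%, and HS cows between 3.84% and 5.68%.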

The overall downregulation of mitochondrial genes implied that cellular energy generation was disrupted in the liver in both PF and HS, with a more server impact in the HS condition.

**Fig. 6:**
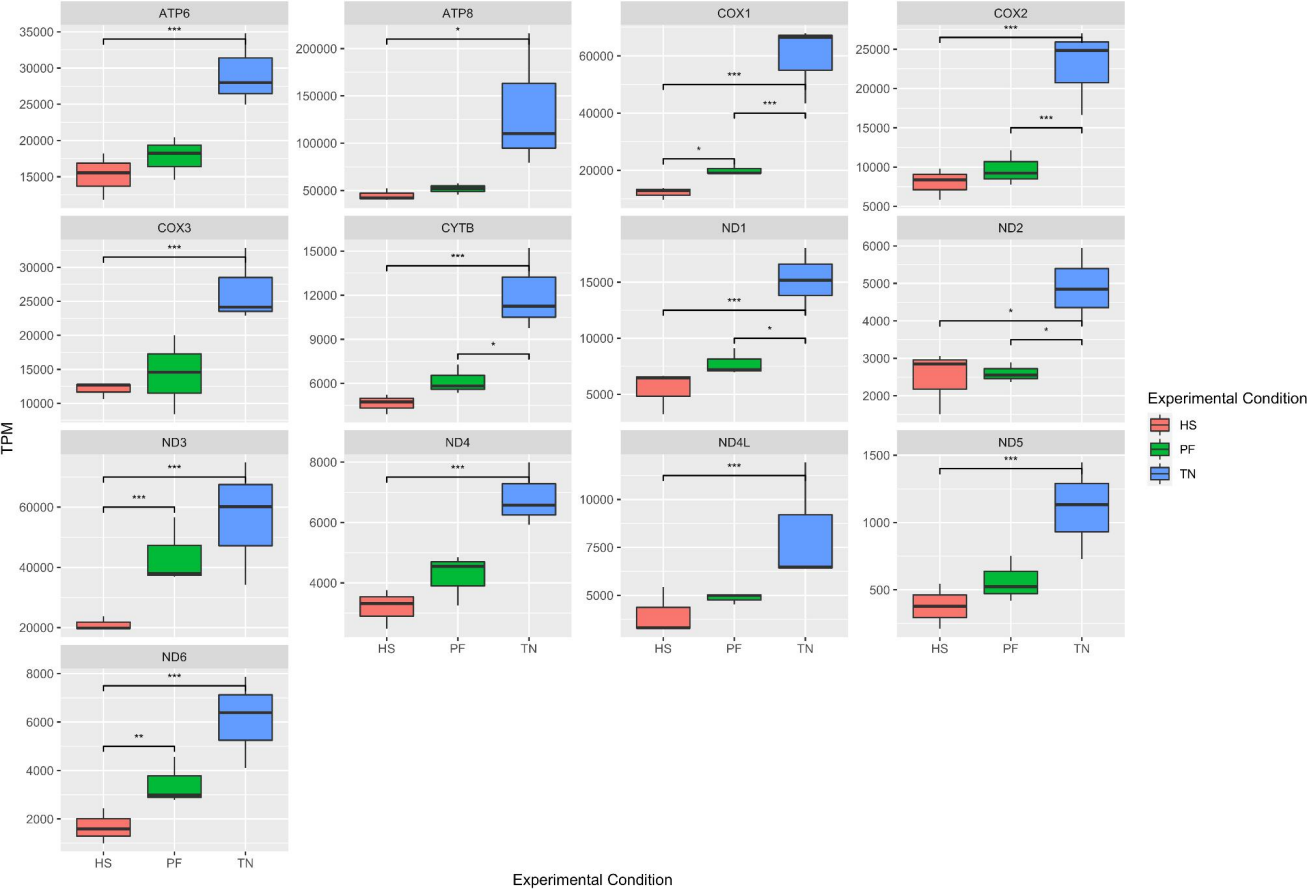
The expression pattern of mitochondrial genes. The X axis shows the three conditions, and Y axis shows TPM value. The boxplot shows the expression pattern of 13 protein coding genes in mitochondria, and the FDR value is obtained from DEseq2 result. TN: thermoneutrality; HS: heat stress; PF: pair-fed; TPM: transcripts per million. ***: FDR < 0.01; **: FDR < 0.05; *: FDR < 0.1.

### Functional enrichment analysis of differentially expressed genes

Next, we explored how HS regulated gene expression and the corresponding functional pathway. To eliminate the effects triggered by energy deficit due to low DMI, we excluded the DEGs that overlapped with the PF condition. In total, 171 genes were upregulated, and 142 genes were downregulated under the HS condition. These genes were enriched in 29 GO terms, including 2 biological processes, 17 cellular components, and 10 molecular functions, and were involved with 36 KEGG pathways (Additional file 3: Table S4). 

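A DEG of HS against TN or HS against PF cows that was not called in the same direction in PF against TN cows was counted as specific to HS, a rule that gives the paper's numbers when applied to the calls of DESeq2 here. By edgeR 6 genes were higher and 10 were lower in the HS group under this rule, as no gene was called in PF cows. The rule therefore removed no gene, and for edgeR it does not tell HS apart from reduced feed intake. Among the genes counted, 1 gene, *DIO1*, was lower in the HS group against both other groups. DESeq2 moved these numbers most, to 171 and 142.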

The top GO term and KEGG pathway enrichments were presented in Fig. 7. 

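The 6 genes the paper lists under protein folding (*HSPA1A*, *HSPB1*, *FKBP4*, *DNAJA1*, *CLU* and *HSPH1*) had log2 fold changes from 1.19 to 2.03 in HS against TN cows, with a median of 1.37, and 1 was a DEG by edgeR. *DNAJA1*, *HSPH1* and *DNAJB1*, listed under ATPase regulator activity, had a median of 1.47. The 10 genes listed under enzyme regulator activity had a median of 1.39, with 9 at an unadjusted p under 0.05. The 5 genes listed under the inner mitochondrial membrane protein complex and the 4 listed under electron transfer activity were all encoded by the mitochondrial genome. Their medians were -1.21 and -1.43, and edgeR called 0 of them, with 4 of each list at an unadjusted p under 0.05. The enrichment was not recomputed here, since the listed genes were selected as DEGs on the same cows.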

Our results showed that enzyme regulator activity, ATPase regulator activity, and protein folding were upregulated, while inner mitochondrial membrane protein complex and electron transfer activity were downregulated under HS. Correspondingly, protein processing in ER, TGF-beta signaling, and cholesterol metabolism pathways were upregulated, while the oxidative phosphorylation pathway was downregulated in the heat-stressed cows.

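The 10 genes the paper lists under protein processing in ER had a median log2 fold change of 1.51 in HS against TN cows, and each HS cow exceeded each TN cow in all 10. The 5 genes listed under TGF-beta signaling (*HAMP*, *ID1*, *INHBC*, *RGMB* and *HJV*) had a median of 1.89, 4 had an unadjusted p under 0.05, and *HAMP* was the only DEG by edgeR. The 4 genes listed under cholesterol metabolism had a median of 1.16 and 0 were DEGs, with 4 at an unadjusted p under 0.05. Of the 9 genes listed under oxidative phosphorylation, 8 were tested, all of them encoded by the mitochondrial genome, with a median of -1.25, 0 DEGs and 7 at an unadjusted p under 0.05. The remaining gene, *COX7B2*, had too few counts to be tested. From the higher expression of HSPs in the HS group, the paper proposes that HSP members correct misfolded proteins under HS. From the lower expression of the mitochondrial genes and the drop in milk yield, it proposes that HS disturbs mitochondrial function and ATP production in the liver.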

**Fig. 7:**
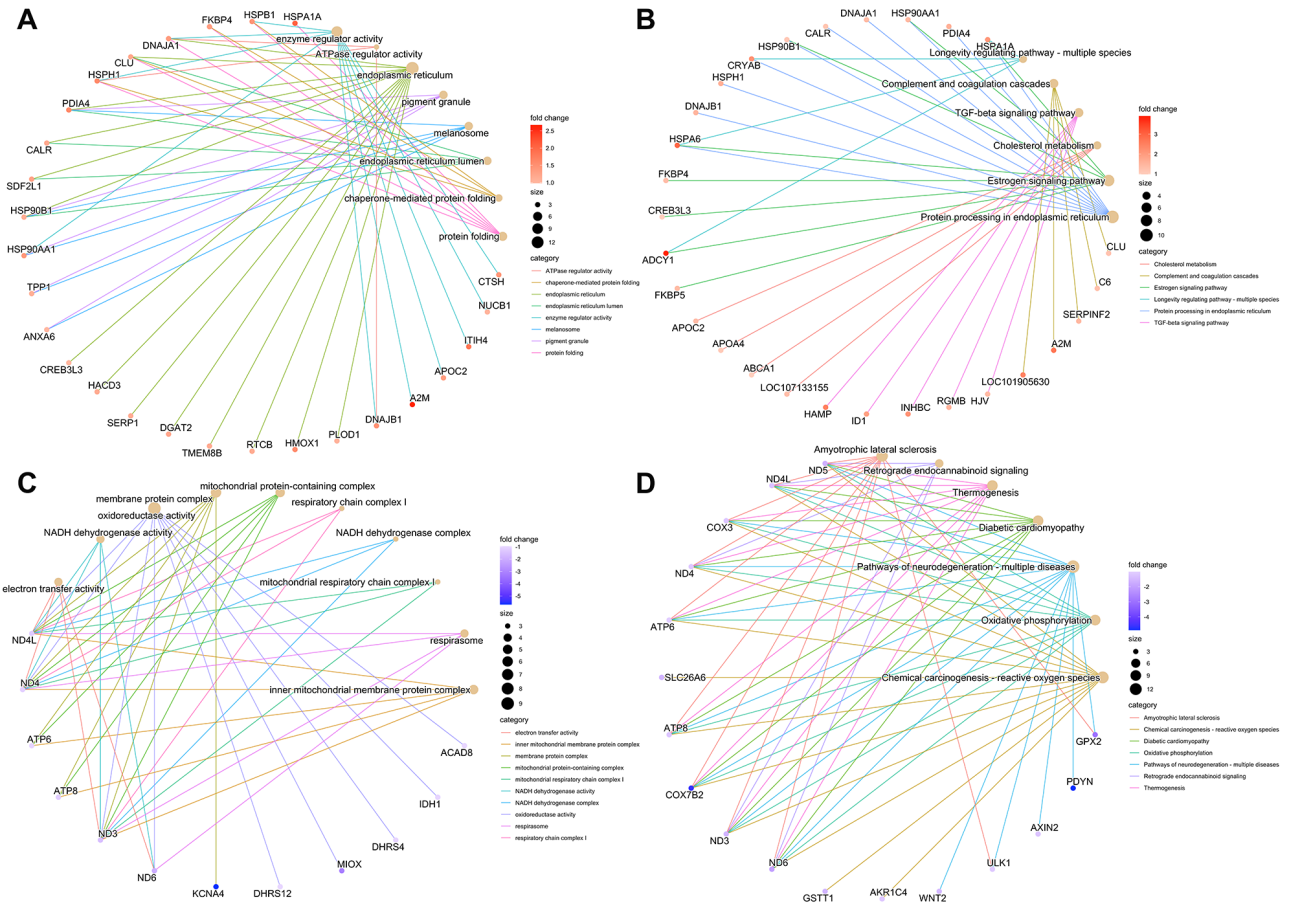
The enrichment results of DEGs. **A**: The GO enrichment of upregulated DEGs under HS; **B**: The KEGG enrichment of upregulated DEGs under HS; **C**: The GO enrichment of downregulated DEGs under HS; **D**: The KEGG enrichment of downregulated DEGs under HS. The brown node shows the enriched terms, and the size of brown node indicates the associated genes. The red or blue node shows the individual genes within each term, and the gradient of the gene color indicates the value of log2(Fold change). GO: gene ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; HS: heat stress; PF: pair-fed

Similarly, we also analyzed the GO term of DEGs between the PF group and the TN group. 

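*MIOX*, *UGP2* and *IDH1*, which the paper lists under the cellular carbohydrate metabolic process, had a median log2 fold change of 1.41 in PF against TN cows and FDRs from 0.405 to 0.647 (edgeR, Benjamini-Hochberg). *CYP11A1*, *HAO2*, *COX2* and *CYTB*, listed under oxidoreductase activity, had a median of -1.32, and the last 2 are encoded by the mitochondrial genome. By edgeR 0 of these genes were DEGs, and all 7 had an unadjusted p under 0.05.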

We observed that the cellular carbohydrate metabolic process and carboxylic acid metabolic process were upregulated, but oxidoreductase activity was downregulated in the PF group (Additional file 7: Figure S4). 

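*MIOX* and *UGT2B10* had a median log2 fold change of 2.28 in PF against TN cows. The mitochondrial genes *COX1*, *COX2*, *ND1*, *CYTB* and *ND2*, which make up the list of the paper for thermogenesis, had a median of -0.96. *IL17B*, *TNFSF9*, *CLCF1*, *CD70* and *LOC616364*, which the paper lists under cytokine-cytokine receptor interaction, had log2 fold changes from -3.71 to -1.79 with a median of -2.14, and the smallest FDR among them was 0.148 (edgeR, Benjamini-Hochberg). All of these genes had an unadjusted p under 0.05 and 0 were DEGs by edgeR.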

At the same time, pathway enrichment results indicated that ascorbate and aldarate metabolism was upregulated, while thermogenesis and cytokine-cytokine receptor interaction were downregulated for the PF cows.

### Protein-protein interaction (PPI) of differentially expressed genes

Next, we conducted protein interaction analysis to study the correlations among different genes. According to the DEG lists from pairwise comparisons, the PPI networks among the corresponding proteins of DEGs were obtained in this study (Additional file 8: Figure S5). Our results identified proteins that could be used as hub proteins and had multiple correlations with other proteins. 

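Outside the HSPs, *APOA4* had 196 ± 25.3 CPM in HS and 92.9 ± 28.1 CPM in TN cows, a log2 fold change of 1.05 (SE 0.30, FDR 0.392, edgeR with Benjamini-Hochberg adjustment), and it overlaps *APOC3* and *APOA1* in ARS-UCD2.0. *CDH1* had 6.18 ± 3.00 and 1.82 ± 0.841 CPM, a log2 fold change of 1.77 (SE 0.51) with the same FDR. *CALR* had 637 ± 123 and 284 ± 90.7 CPM, a log2 fold change of 1.16 (SE 0.36, FDR 0.419, edgeR). Every HS cow exceeded every TN cow in these 3 genes, which were DEGs by DESeq2 and not by edgeR. Protein interactions were not analysed here.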

In the HS group, the upregulated proteins with interactions greater than 10 were *APOA4*, *CDH1*, *AHSA1*, *CALR*, *DNAJA1*, *DNAJB1*, and major HSP family members, including *HSPA1A*, *HSP90AA1*, *HSP90B1*, *HSPH1*, and *HSPA6*. 

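*PHGDH* had 167 ± 42.6 CPM in PF and 71.4 ± 25.4 CPM in TN cows, a log2 fold change of 1.22 (SE 0.35, FDR 0.693, edgeR with Benjamini-Hochberg adjustment). *LDHA*, which overlaps *LOC132344183* in ARS-UCD2.0, had 69.5 ± 4.76 and 31.5 ± 8.43 CPM, a log2 fold change of 1.14 (SE 0.27, FDR 0.570, edgeR). Each PF cow exceeded each TN cow in both genes, which DESeq2 called and edgeR did not.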

In the PF group, the upregulated proteins with more than three interactions were *PHGDH* and *LDHA*. Moreover, strong interconnections among 13 mitochondrial genes were observed both in the HS group and the PF group, and these genes formed a single cluster in our results (Additional file 8: Figure S5).

### Transcription factors, transcription cofactors and regulation network in response to heat stress

We delved deeper into the transcription regulation in the heat stress responses, by examining whether HS could change the expression of the TF genes. In this study, 18 transcription regulatory genes were found as DEGs in the comparison between HS and TN, including 10 TFs and 8 transcription cofactors (Table 3). 

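Of the 18 genes in Table 3, 11 were higher and 7 were lower in the HS group than in the TN group, all by more than 1.5-fold, and 18 had an unadjusted p under 0.05. By edgeR 1 of them was a DEG, and 18 passed when adjusted over the list alone, but the list holds the genes the study called on these cows, so that number is not independent evidence. DESeq2 moved the number of DEGs most, to 18. The groups did not overlap in 17 of the 18. The choice of these genes on the same cows favors this, so the 10% that chance gives is no fair comparison. *FOXA3*, the DEG, had 50.4 ± 5.18 CPM in HS and 12.2 ± 5.45 CPM in TN cows, a log2 fold change of 2.03 (SE 0.30, FDR 0.0919, edgeR with Benjamini-Hochberg adjustment), and it lost its call in 5 of the 6 fits that each left out 1 cow. Among the genes lower in the HS group, *ATF5*, which overlaps *NUP62* and *IL4I1* in ARS-UCD2.0, had a log2 fold change of -0.90 (SE 0.31, FDR 0.462, edgeR).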

Two upregulated members of the HSP family, *DNAJB1* and *HSPA1A*, could work as transcription cofactors in our study. Furthermore, these two genes were also identified as one of the hub proteins in our PPI networks.

**Table 3:** List of differentially expressed TFs and transcription cofactors. All the factors are selected from the DEGs between HS and TN group. DEG: differentially expressed gene; TF: transcription factor; TN: thermoneutrality; HS: heat stress

Category	Gene symbol	Entrez gene ID	Fold change (HS vs. TN)
	*RORC*	527,470	-2.6335949
	*ZNF653*	516,232	-2.1862458
Transcription factors	*ASCL1*	540,473	-2.185384
	*ZNF304*	526,123	-2.1060374
	*ATF5*	515,654	-1.8304779
	*CREB3L3*	513,010	1.98205159
	*ATOH8*	616,225	2.09380181
	*NR1D1*	768,225	2.73720746
	*ID1*	497,011	3.78636863
	*FOXA3*	503,622	4.18418466
Transcription cofactors	*KCNIP4*	614,299	-7.7435502
	*SGK1*	515,854	-1.9991956
	*CALR*	281,036	2.27455154
	*CLU*	280,750	2.33026672
	*WWC1*	520,730	2.39896652
	*DNAJB1*	538,426	2.8248019
	*HMOX1*	513,221	2.95082623
	*HSPA1A*	282,254	4.17746641

### Validation of RNA-seq by RT-qPCR

To validate the gene expression analysis derived from the RNA-seq, a total of 9 genes that were more than 2-fold differentially expressed were selected to compare with the relative expression level from RT-qPCR. We associated the gene expression fold change between RNA-seq and RT-qPCR in different conditions respectively (Fig. 8). High correlations (R^2^ ≥ 0.89) of gene expression fold change were found between these two methods, suggesting that our RNA-seq data was reliable and could capture the gene expression pattern accurately from the samples.

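In the deposited counts, *ACACA* had a log2 fold change of -2.12 (SE 0.51, FDR 0.290, edgeR with Benjamini-Hochberg adjustment) in HS and of -2.24 (SE 0.54, FDR 0.577) in PF against TN cows. *PRAP1*, which overlaps *SORCS3* in ARS-UCD2.0, had -3.89 (SE 0.91, FDR 0.280, edgeR) and -4.53 (SE 0.92, FDR 0.405) in the same comparisons, with levels from 20.7 to 440.0 CPM among the TN cows. Without TN replicate 1 the log2 fold changes of *PRAP1* were -2.29 and -2.95. *MIOX* had 3.07 (SE 0.61, FDR 0.405, edgeR) in PF against TN cows and -3.12 (SE 0.56, FDR 0.143) in HS against PF cows. *CRYAB* had a log2 fold change of 2.14 (SE 0.56, FDR 0.344, edgeR) in HS against TN and of 3.33 (SE 0.51, FDR 0.102) in HS against PF cows. *WFDC2* had 72.3 ± 32.5 CPM in HS and 9.04 ± 5.96 CPM in PF cows, a log2 fold change of 2.99 (SE 0.51, FDR 0.127, edgeR). Left out 1 at a time, the cows brought *CRYAB* to a call in HS against TN in 1 of 6 fits and in HS against PF in 2, *WFDC2* in 1, and *ACACA* and *PRAP1* in 1 for each comparison. The groups did not overlap in any of these comparisons, and the RT-qPCR values were not analysed here.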

**Fig. 8:**
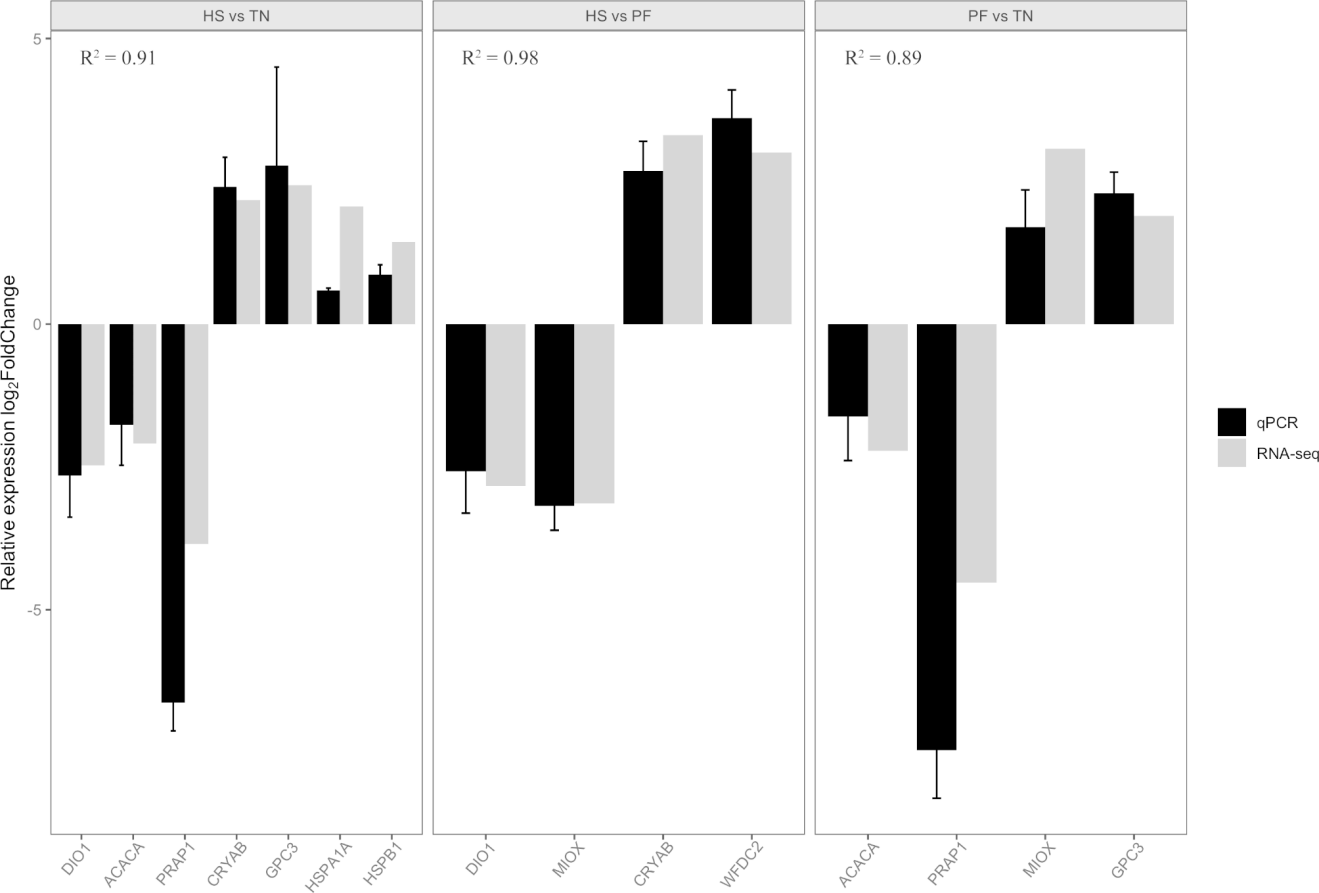
The validation result of RT-qPCR for pairwise comparisons. X axis shows the different genes, and Y axis shows relative expression log2FoldChange. R^2^ shows the linear regression coefficient, and the error bar stands for standard error. TN: thermoneutrality; HS: heat stress; PF: pair-fed

## Discussion

The central question we have is what mechanisms other than reduced DMI affect the production performance in heat-stressed cows. Based on all the findings described in detail above, here we summarized a liver regulation network in response to HS for cows (Fig. 9). It appears that HS directly affects liver homeostasis in three major aspects: (1) HS induces protein structures misfolding and elevates chaperone-mediated protein folding activities; (2) HS activates liver inflammatory responses and cellular cytokines to maintain essential biological processes; (3) HS damages the mitochondria membrane and perturbed mitochondrial function in energy generation by reducing oxidative phosphorylation. In total, energy production is shifted from milk protein synthesis to tackle the metabolic issues caused by HS, therefore the milk yield is significantly reduced in the cows. Overall, our work provided new insights into how HS impacts milk production by mechanisms of induced liver dysfunction.

**Fig. 9:**
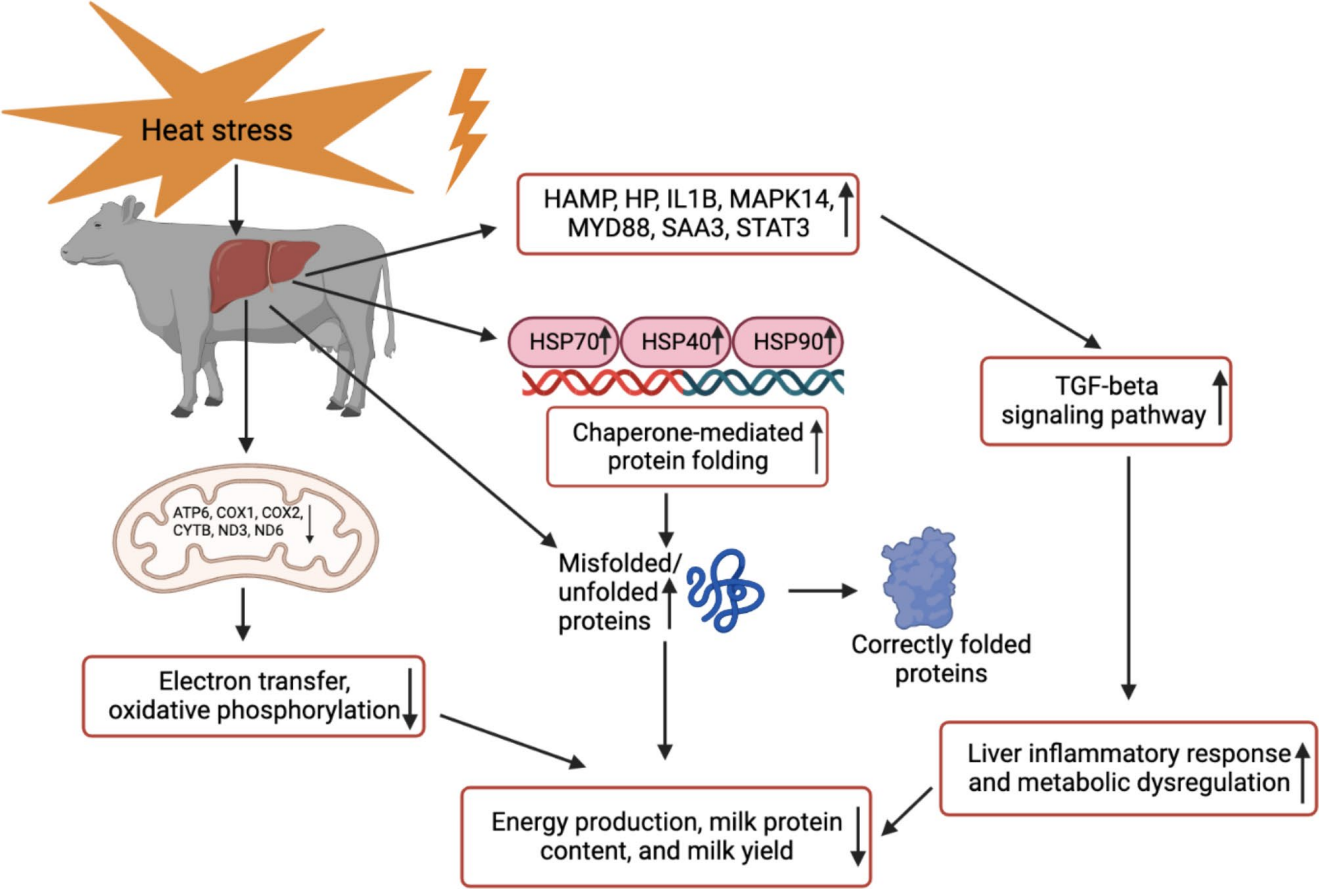
The liver response under HS in lactating dairy cows. Mitochondria dysfunction, upregulation of heat shock proteins and inflammatory signals can contribute to impaired production performance in cows under HS. HSP: heat shock protein; HS: heat stress

### Effect of heat stress on production performance

Many factors of dairy animals, including reproduction, growth, and lactation, can be significantly affected by environmental factors such as HS. Elevated THI is detrimental to the maintenance of thermal equilibrium and leads to HS problems in the dairy industry [32]. In previous research, Johnson [33] found that milk yield and DMI declined significantly when the maximum THI reached 77. It is also well-documented that reduced DMI is a conserved response in heat-stressed animals and is a universal strategy to control metabolic heat production [6, 34, 35]. In this study, we were able to reach a THI of 82 for HS conditions during daytime and successfully observed the typical HS response in the cows, including the significant upregulation of body temperature and respiration rate, and the dramatic reduction of milk yield and DMI in the HS group compared to the TN group (Figure S1). As shown in Fig. 1, the overall DMI reduction of heat-stressed cows was around 50%, combined with a 40% reduction in milk yield. Importantly, according to the PF group, we calculated the expected milk production based on the DMI in the HS group. Then we performed a linear regression analysis between the expected and observed milk production in the HS group. The results showed that the declined DMI could explain about 70% of the change in milk yield, which was consistent with previous research [13, 36].

### Heat stress induced the upregulation of chaperones related to protein folding

It has been well recognized that in the cell, large proportions of newly synthesized proteins need assistance from molecular chaperones to reach their correct folding states efficiently [37]. Furthermore, molecular chaperones that are transcriptionally elevated under stress regulate the restoration of proteostasis through multiple aspects, such as preventing protein aggregation or facilitating refolding [38, 39].

As a major component of molecular chaperones, the HSP members have been significantly upregulated in our HS cows, including the HSP70 family, HSP40 family, and HSP90 family. Among HSPs, the HSP70 family is the highly conserved and the most abundant protein across organisms [40]. Upon heat shock, HSP70 is activated and removes the denatured or abnormal proteins in the cell, which could improve cell viability and its resistance to heat stress [41]. Furthermore, HSP70 had been reported to be the most active and vital regulator of thermal adaptation in livestock, and elevated HSP70 expression under HS could be found in dairy cows [42], buffalo [43], goats [44], and sheep [45]. The variant analyses revealed that a member of the HSP70 family (*HSPA6*) was the candidate gene for heat tolerance in Angus cattle [46], which also showed significant upregulation under HS in our data. Overall, our results exhibited a great level of consistency with HS study in other domestic species.

HSP40 is derived from the DNAJ protein family and works as an HSP70 cochaperone. HSP40 can balance the interaction between HSP70 and its unfolded substrates, and it also enhances the ATPase activity of HSP70 by a J domain [47]. Previous studies revealed that the HSP40 isoform DNAJB6 acted as potent suppressors of misfolded ploy-glutamine protein aggregation and cytotoxicity in vitro and in vivo, which was beneficial to the thermo-tolerance of cells [48]. 

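*DNAJB1*, which overlaps *LOC100295585* in ARS-UCD2.0, had 103 ± 18.8 CPM in HS and 36.9 ± 6.15 CPM in TN cows, a log2 fold change of 1.47 (SE 0.24, FDR 0.114, edgeR with Benjamini-Hochberg adjustment). *DNAJA1* had 85.0 ± 21.5 and 33.4 ± 13.3 CPM, a log2 fold change of 1.34 (SE 0.33, FDR 0.315, edgeR). Each HS cow exceeded each TN cow in both genes.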

Based on our results, two members of HSP40 (*DNAJA1* and *DNAJB1*) genes showed increased expression (DEseq2, FDR < 0.02) under HS compared to the TN group. Furthermore, the PPI network pointed out that HSP40 and HSP70 had a strong correlation with each other, and they expressed synergistically, indicating that HSP40 might play a critical role in cow liver response to HS by cochaperone misfolded protein to maintain the cellular proteostasis.

The HSP90 family is another necessary chaperone group downstream of HSP70, and it helps proteins to achieve ultimate structural maturation and conformational change to maintain homeostasis and cellular integrity under HS [44, 49]. 

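*AHSA1* had 74.1 ± 11.6 CPM in HS and 36.9 ± 7.74 CPM in TN cows, a log2 fold change of 0.99 (SE 0.24, FDR 0.290, edgeR with Benjamini-Hochberg adjustment), and each HS cow exceeded each TN cow.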

In this study, two members of the HSP90 family (*HSP90AA1* and *HSP90B1*) genes were significantly upregulated (DEseq2, FDR < 0.1) in the HS group, similar elevation was also observed for *AHSA1*, which was an essential chaperone for activating the ATPase activity of HSP90 [50]. *AHSA1* cooperates with the middle domain of HSP90 and promotes target protein activation [51]. Based on these results, we proposed that HSP members were vital for correcting misfolded proteins and activating functional pathways under HS.

### Effect of heat stress on liver immune response and inflammation

The immune response is one of the mechanisms that evolved to counteract the side effects of environmental stressors and to improve both cellular and physiological adaptation in mammals [52]. HS is found to induce inflammatory and acute phase responses in pigs and dairy cows [53, 54]. Fontoura et al. [19] showed that HS could increase total tract gastrointestinal permeability in lactating cows, which might be detrimental to the natural barriers against bacteria. In our study, two inflammatory signaling genes, *MYD88* and *STAT3*, were activated in response to HS. It has been reported that *MYD88* cooperates with HSP60 to inhibit the apoptosis of B cells [55]. Previous studies also observed the expression of *MYD88* was significantly up-regulated in the spleen of yellow-feather broilers induced by HS [56]. *STAT3* is a member of the STAT family, and persistent activation of *STAT3* can be a hallmark of a variety of pathologies and underpins altered transcriptional responses [57]. Moreover, *STAT3* could assist Janus kinase 2 (JAK2) to mediate inflammatory responses caused by heatstroke in rats [58].

Moreover, the cow liver is the main site to produce acute phase proteins (APPs) in response to pro-inflammatory cytokines [59]. In our study, we also observed the activation of inflammatory mediators and APPs genes upon HS, including *HAMP*, *HP*, *IL1B*, *MAPK14*, and *SAA3*. *IL1B* is a typical cytokine produced by inflammation in cows, which plays an important role in improving intestinal permeability [60]. *HP* and *SAA3* are known markers of inflammation and they are also good indicators of cattle stress [61]. A previous study in pigs reported that HS-induced HP and *SAA3* synthesis in the liver [62], which was consistent with our results. For related pathways, these inflammatory genes are correlated with TGF-beta and MAPK signaling pathways in cows. Combined with all the findings, our study revealed that HS compromised the health status of lactating cows, specifically, the liver immune system was activated in response to HS.

### Effect of heat stress on mitochondrial function

Mitochondria is responsible for up to 90% of ATP consumption in different tissues [63]. Previous studies in cow liver showed that mitochondrial DNA copy numbers were higher in late lactation than in early lactation, indicating the elevated activities of mitochondria [64]. A recent study also reported that genes involved in mitochondrial biogenesis were upregulated in cow liver during lactation, indicating that adaptations in hepatic mitochondrial physiology were integral to supporting high milk production [65]. Furthermore, previous studies in rat liver found that HS could increase the permeability of the mitochondrial inner membrane and impair oxidative phosphorylation, leading to a dramatic reduction in ATP synthesis [66].

In this study, we observed that all 13 protein-coding genes in liver mitochondria were significantly downregulated under HS compared to the TN group, while only 5 of these genes showed significant downregulation in PF group compared to TN group. Furthermore, 3 of the mitochondrial genes also showed significantly low expression in HS group compared to PF group. According to the enrichment results of the mitochondrial genes that were exclusively impaired by HS, they can control electron transfer, NADH dehydrogenase, membrane protein complex, and respiratory chain. We noted that all these genes are associated with the oxidative phosphorylation pathway in cows, which has a critical function in liver energy production. Combined with the milk reduction we observed in the heat-stressed cows, we proposed that HS dysregulates the mitochondrial function in the cow liver and affects its ATP production process. Consequently, there is no sufficient energy to support milk component synthesis, which leads to a low milk yield. Moreover, the downregulation of all mitochondrial genes when exposed to HS could be a possible reason to explain the lower milk yield in the HS group than the PF group even if they were provided the same amount of DMI. However, further research is needed to profile how liver mitochondria damage contributes to lactation dysfunction in cows under HS.

### Differentially expressed transcription factors and transcription cofactors in response to heat stress

In previous studies, researchers found milk protein content was significantly reduced under HS, indicating that protein synthesis was disarranged [9, 19]. It has been reported that protein synthesis depends on the gene transcription level, which is regulated by TFs and transcription cofactors [67]. TFs bind directly to specific sequence elements involved with gene promoters and enhancers, while transcription cofactors are brought to promoters by TFs to either repress or enhance gene expression [67].

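*ID1* had 159 ± 29.8 CPM in HS and 42.1 ± 16.7 CPM in TN cows, a log2 fold change of 1.89 (SE 0.35, FDR 0.166, edgeR with Benjamini-Hochberg adjustment). *HMOX1* had 221 ± 87.9 and 75.9 ± 25.0 CPM, a log2 fold change of 1.53 (SE 0.38, FDR 0.315, edgeR). *ATOH8* had 54.0 ± 3.39 and 26.1 ± 6.88 CPM, a log2 fold change of 1.04 (SE 0.23, FDR 0.270, edgeR). The log2 fold changes of *NR1D1*, *CLU* and *CREB3L3* were 1.42 (SE 0.41, FDR 0.392, edgeR), 1.19 (SE 0.48, FDR 0.495) and 0.96 (SE 0.24, FDR 0.322), and *NR1D1* overlaps *THRA* in ARS-UCD2.0. Each HS cow exceeded each TN cow in these 6 genes, and none was a DEG by edgeR.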

In this study, TFs and cofactors associated with ER stress and antiapoptotic process were upregulated in HS cows, including *ATOH8*, *CREB3L3*, *FOXA3*, *ID1*, *NR1D1*, *CALR*, *CLU*, and *HMOX1*. *ATOH8* can regulate plasma iron and bind to the promoter of *HAMP* to activate inflammatory signals [68]. *CREB3L3* is responsible for triglyceride and glucose metabolism, and acute phase response activation in the liver [69]. High expression of *FOXA3* is found to be induced by ER stress and can govern liver lipid synthetic genes directly [70]. *ID1*, *NR1D1*, *CALR*, *CLU*, and *HMOX1* are important regulators of cellular antioxidant response and can reduce cell apoptosis under HS [71–73]. Furthermore, we found *ASCL1* and *KCNIP4* were downregulated under HS. Both genes are strongly associated with the protein phosphorylation process and are considered key regulators of milk fat synthesis [74]. 

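*KCNIP4* had 0.425 ± 0.225 CPM in HS and 3.30 ± 2.93 CPM in TN cows, a log2 fold change of -2.98 (SE 0.97, FDR 0.446, edgeR with Benjamini-Hochberg adjustment), and its groups overlapped.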

Taken together, these results indicated that the HS-induced transcription regulation activities were limited in increasing the basic cellular function for its survival and could not recover the side effect of metabolism turbulence under HS, which may contribute to the impaired milk production in lactating dairy cows.

## Conclusions

In this study, the effect of HS on lactating dairy cows was demonstrated through detailed liver transcriptome analysis using RNA-seq. Our data evaluated the gene expression pattern in different conditions, and the corresponding biological process and pathways affected by HS were identified. Several heat-responsive TFs and transcription cofactors were also found in our study. Furthermore, we defined three major liver response pathways that contribute to milk reduction under HS, including inflammatory signals, misfolded proteins, and mitochondrial dysregulation. The key genes, TFs, and cofactors identified in this study provided valuable reference to understand the genetic mechanism of HS response and could be useful candidates for selective breeding or nutritional or pharmacological target to improve thermal tolerance in dairy cows, which will be beneficial to the dairy industry and animal welfare.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

## Data Availability

All data generated or analyzed during this study are deposited to NCBI GEO database (GSE226351).

## Abbreviations

HS: Heat stress
DMI: Dry matter intake
THI: Temperature-humidity index
RNA-seq: RNA sequencing
TN: Thermoneutrality
HS: Heat stress
PF: Pair-fed
PCA: Principal component analysis
TPM: Transcripts per million
DEG: Differentially expressed gene
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
FC: Fold change
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
RT-qPCR: Real-time quantitative PCR
TF: Transcription factor
PPI: Protein-protein interaction
HSP: Heat shock protein
FDR: False positive rate

## References

[1] Chebel RC, Santos JE, Reynolds JP, Cerri RL, Juchem SO, Overton M (2004). Factors affecting conception rate after artificial insemination and pregnancy loss in lactating dairy cows. Anim Reprod Sci.

[2] Mader TL, Davis M, Brown-Brandl T (2006). Environmental factors influencing heat stress in feedlot cattle. J Anim Sci.

[3] Aguilar I, Misztal I, Tsuruta S (2010). Genetic trends of milk yield under heat stress for US Holsteins. J Dairy Sci.

[4] Nardone A, Ronchi B, Lacetera N, Ranieri MS, Bernabucci U (2010). Effects of climate changes on animal production and sustainability of livestock systems. Livest Sci.

[5] Yadav B, Singh G, Wankar A, Dutta N, Chaturvedi VB, Verma MR (2016). Effect of simulated heat stress on Digestibility, Methane Emission and metabolic adaptability in crossbred cattle. Asian-Australas J Anim Sci.

[6] West JW (2003). Effects of heat-stress on production in dairy cattle. J Dairy Sci.

[7] Gao S, Ma L, Zhou Z, Zhou Z, Baumgard LH, Jiang D (2019). Heat stress negatively affects the transcriptome related to overall metabolism and milk protein synthesis in mammary tissue of midlactating dairy cows. Physiol Genom.

[8] Baumgard LH, Rhoads RP (2013). Jr. Effects of heat stress on postabsorptive metabolism and energetics. Annu Rev Anim Biosci.

[9] Gao ST, Guo J, Quan SY, Nan XM, Fernandez MVS, Baumgard LH (2017). The effects of heat stress on protein metabolism in lactating Holstein cows. J Dairy Sci.

[10] Yue S, Wang Z, Wang L, Peng Q, Xue B (2020). Transcriptome functional analysis of mammary gland of cows in heat stress and thermoneutral condition. Animals.

[11] Dado-Senn B, Skibiel AL, Fabris TF, Zhang Y, Dahl GE, Peñagaricano F (2018). RNA-Seq reveals novel genes and pathways involved in bovine mammary involution during the dry period and under environmental heat stress. Sci Rep.

[12] Rawson P, Stockum C, Peng L, Manivannan B, Lehnert K, Ward HE (2012). Metabolic proteomics of the liver and mammary gland during lactation. J Proteom.

[13] Wheelock JB, Rhoads RP, VanBaale MJ, Sanders SR, Baumgard LH (2010). Effects of heat stress on energetic metabolism in lactating Holstein cows1. J Dairy Sci.

[14] Skibiel AL, Zachut M, do Amaral BC, Levin Y, Dahl GE (2018). Liver proteomic analysis of postpartum holstein cows exposed to heat stress or cooling conditions during the dry period. J Dairy Sci.

[15] Ma L, Yang Y, Zhao X, Wang F, Gao S, Bu D (2019). Heat stress induces proteomic changes in the liver and mammary tissue of dairy cows independent of feed intake: an iTRAQ study. PLoS ONE.

[16] Martínez RS, Palladino RA, Banchero G, Fernández-Martín R, Nanni M, Juliano N (2021). Providing heat-stress abatement to late-lactation holstein cows affects hormones, metabolite blood profiles, and hepatic gene expression but not productive responses. Appl Anim Sci.

[17] Li Y, Kong L, Deng M, Lian Z, Han Y, Sun B et al. Heat stress-responsive transcriptome analysis in the liver tissue of Hu Sheep. Genes (Basel). 2019;10(5).10.3390/genes10050395PMC656262231121974

[18] Bu D, Bionaz M, Wang M, Nan X, Ma L, Wang J (2017). Transcriptome difference and potential crosstalk between liver and mammary tissue in mid-lactation primiparous dairy cows. PLoS ONE.

[19] Fontoura ABP, Javaid A, De La Sáinz V, Salandy NS, Fubini SL, Grilli E et al. Heat stress develops with increased total-tract gut permeability, and dietary organic acid and pure botanical supplementation partly restores lactation performance in Holstein dairy cows. J Dairy Sci. 2022.10.3168/jds.2022-2182035931486

[20] Kendall PE, Tucker CB, Dalley DE, Clark DA, Webster JR (2008). Milking frequency affects the circadian body temperature rhythm in dairy cows. Livest Sci.

[21] Rico JE, Mathews AT, Lovett J, Haughey NJ, McFadden JW (2016). Palmitic acid feeding increases ceramide supply in association with increased milk yield, circulating nonesterified fatty acids, and adipose tissue responsiveness to a glucose challenge. J Dairy Sci.

[22] Chen S, Zhou Y, Chen Y, Gu J (2018). Fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics.

[23] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[24] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[25] Mandric I, Temate-Tiagueu Y, Shcheglova T, Al Seesi S, Zelikovsky A, Măndoiu II (2017). Fast bootstrapping-based estimation of confidence intervals of expression levels and differential expression from RNA-Seq data. Bioinformatics.

[26] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[27] Gu Z, Eils R, Schlesner M (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[28] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[29] Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z (2021). clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. The Innovation.

[30] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2 – ∆∆CT method. Methods.

[31] Hu H, Miao Y-R, Jia L-H, Yu Q-Y, Zhang Q, Guo A-Y (2018). AnimalTFDB 3.0: a comprehensive resource for annotation and prediction of animal transcription factors. Nucleic Acids Res.

[32] Collier RJ, Dahl GE, VanBaale MJ (2006). Major advances Associated with Environmental Effects on dairy cattle. J Dairy Sci.

[33] Johnson HD. Environmental physiology and shelter engineering with special reference to domestic animals. LXVI, Temperature-humidity effects including influence of acclimation in feed and water consumption of Holstein cattle. 1963.

[34] Fuquay J (1981). Heat stress as it affects animal production. J Anim Sci.

[35] Beede D, Collier R (1986). Potential nutritional strategies for intensively managed cattle during thermal stress. J Anim Sci.

[36] Cowley F, Barber D, Houlihan A, Poppi D (2015). Immediate and residual effects of heat stress and restricted intake on milk protein and casein composition and energy metabolism. J Dairy Sci.

[37] Hartl FU (1996). Molecular chaperones in cellular protein folding. Nature.

[38] Arndt V, Rogon C, Höhfeld J (2007). To be, or not to be — molecular chaperones in protein degradation. Cell Mol Life Sci.

[39] Kon M, Cuervo AM (2010). Chaperone-mediated autophagy in health and disease. FEBS Lett.

[40] Milarski KL, Morimoto RI (1989). Mutational analysis of the human HSP70 protein: distinct domains for nucleolar localization and adenosine triphosphate binding. J Cell Biol.

[41] Bhat S, Kumar P, Kashyap N, Deshmukh B, Dige MS, Bhushan B (2016). Effect of heat shock protein 70 polymorphism on thermotolerance in Tharparkar cattle. Veterinary world.

[42] Tao S, Orellana RM, Weng X, Marins TN, Dahl GE, Bernard JK (2018). Symposium review: the influences of heat stress on bovine mammary gland function. J Dairy Sci.

[43] Kishore A, Sodhi M, Kumari P, Mohanty A, Sadana D, Kapila N (2014). Peripheral blood mononuclear cells: a potential cellular system to understand differential heat shock response across native cattle (Bos indicus), exotic cattle (Bos taurus), and riverine buffaloes (Bubalus bubalis) of India. Cell Stress Chaperones.

[44] Dangi SS, Gupta M, Nagar V, Yadav VP, Dangi SK, Shankar O (2014). Impact of short-term heat stress on physiological responses and expression profile of HSPs in Barbari goats. Int J Biometeorol.

[45] Romero RD, Montero Pardo A, Montaldo HH, Rodríguez AD, Hernández Cerón J (2013). Differences in body temperature, cell viability, and HSP-70 concentrations between Pelibuey and Suffolk sheep under heat stress. Trop Anim Health Prod.

[46] Baena MM, Tizioto PC, Meirelles SLC, Regitano LCDA. HSF1 and HSPA6 as functional candidate genes associated with heat tolerance in Angus cattle. Revista Brasileira de Zootecnia. 2018;47(0).

[47] Hageman J, Rujano MA, Van Waarde MA, Kakkar V, Dirks RP, Govorukhina N (2010). A DNAJB chaperone subfamily with HDAC-dependent activities suppresses toxic protein aggregation. Mol Cell.

[48] Rao R, Fiskus W, Ganguly S, Kambhampati S, Bhalla KN. Chapter seven - HDAC inhibitors and chaperone function. In: Grant S, editor. Advances in Cancer Research. Volume 116. Academic Press; 2012. pp. 239–62.10.1016/B978-0-12-394387-3.00007-023088873

[49] Zhao R, Houry WA, Csermely P, Vígh L (2007). Molecular Interaction Network of the Hsp90 chaperone system. Molecular aspects of the stress response: chaperones, membranes and networks.

[50] Panaretou B, Siligardi G, Meyer P, Maloney A, Sullivan JK, Singh S (2002). Activation of the ATPase activity of hsp90 by the stress-regulated cochaperone aha1. Mol Cell.

[51] Lotz GP, Lin H, Harst A, Obermann WM (2003). Aha1 binds to the middle domain of Hsp90, contributes to client protein activation, and stimulates the ATPase activity of the molecular chaperone. J Biol Chem.

[52] Sonna LA, Fujita J, Gaffin SL, Lilly CM (2002). Invited review: effects of heat and cold stress on mammalian gene expression. J Appl Physiol.

[53] Pearce S, Mani V, Weber T, Rhoads R, Patience J, Baumgard L (2013). Heat stress and reduced plane of nutrition decreases intestinal integrity and function in pigs. J Anim Sci.

[54] Liu DY, He SJ, Liu SQ, Tang YG, Jin EH, Chen HL (2014). Daidzein enhances immune function in late lactation cows under heat stress. Anim Sci J.

[55] Cohen-Sfady M, Pevsner-Fischer M, Margalit R, Cohen IR (2009). Heat shock protein 60, via MyD88 Innate Signaling, protects B cells from apoptosis, spontaneous and Induced. J Immunol.

[56] He S, Yu Q, He Y, Hu R, Xia S, He J (2019). Dietary resveratrol supplementation inhibits heat stress-induced high-activated innate immunity and inflammatory response in spleen of yellow-feather broilers. Poult Sci.

[57] Ng IHW, Yeap YYC, Ong LSR, Jans DA, Bogoyevitch MA (2014). Oxidative stress impairs multiple regulatory events to drive persistent cytokine-stimulated STAT3 phosphorylation. Biochimica et Biophysica Acta (BBA). Mol Cell Res.

[58] Tao Z, Cheng M, Wang SC, Lv W, Hu HQ, Li CF (2015). JAK2/STAT3 pathway mediating inflammatory responses in heatstroke-induced rats. Int J Clin Exp Pathol.

[59] Horadagoda NU, Knox KM, Gibbs HA, Reid SW, Horadagoda A, Edwards SE (1999). Acute phase proteins in cattle: discrimination between acute and chronic inflammation. Vet Rec.

[60] Rawat M, Nighot M, Al-Sadi R, Gupta Y, Viszwapriya D, Yochum G (2020). IL1B increases intestinal tight Junction permeability by Up-regulation of MIR200C-3p, which degrades occludin mRNA. Gastroenterology.

[61] Marco-Ramell A, Arroyo L, Saco Y, García-Heredia A, Camps J, Fina M (2012). Proteomic analysis reveals oxidative stress response as the main adaptative physiological mechanism in cows under different production systems. J Proteom.

[62] Cui Y, Hao Y, Li J, Bao W, Li G, Gao Y (2016). Chronic heat stress induces immune response, oxidative stress response, and apoptosis of finishing pig liver: a proteomic approach. Int J Mol Sci.

[63] Hadsell DL, Olea W, Wei J, Fiorotto ML, Matsunami RK, Engler DA (2011). Developmental regulation of mitochondrial biogenesis and function in the mouse mammary gland during a prolonged lactation cycle. Physiol Genom.

[64] Laubenthal L, Hoelker M, Frahm J, Dänicke S, Gerlach K, Südekum K-H (2016). Mitochondrial DNA copy number and biogenesis in different tissues of early-and late-lactating dairy cows. J Dairy Sci.

[65] Favorit V, Hood WR, Kavazis AN, Villamediana P, Yap KN, Parry HA (2021). Mitochondrial bioenergetics of Extramammary tissues in lactating dairy cattle. Animals.

[66] Willis W, Jackman M, Bizeau M, Pagliassotti M, Hazel J (2000). Hyperthermia impairs liver mitochondrial function in vitro. Am J Physiology-Regulatory Integr Comp Physiol.

[67] Lambert SA, Jolma A, Campitelli LF, Das PK, Yin Y, Albu M (2018). The human transcription factors. Cell.

[68] Patel N, Varghese J, Masaratana P, Latunde-Dada GO, Jacob M, Simpson RJ (2014). The transcription factor ATOH8 is regulated by erythropoietic activity and regulates HAMP transcription and cellular pSMAD1,5,8 levels. Br J Haematol.

[69] Sampieri L, Di Giusto P, Alvarez C (2019). CREB3 transcription factors: ER-Golgi stress transducers as Hubs for Cellular Homeostasis. Front Cell Dev Biol.

[70] Liu C, Zhou B, Meng M, Zhao W, Wang D, Yuan Y et al. FOXA3 induction under endoplasmic reticulum stress contributes to non-alcoholic fatty liver disease. J Hepatol. 2021;75.10.1016/j.jhep.2021.01.04233548387

[71] Trougakos IP, Gonos ES (2006). Regulation of clusterin/apolipoprotein J, a functional homologue to the small heat shock proteins, by oxidative stress in ageing and age-related diseases. Free Radic Res.

[72] Bensellam M, Montgomery MK, Luzuriaga J, Chan JY, Laybutt DR (2015). Inhibitor of differentiation proteins protect against oxidative stress by regulating the antioxidant–mitochondrial response in mouse beta cells. Diabetologia.

[73] Salati S, Genovese E, Carretta C, Zini R, Bartalucci N, Prudente Z (2019). Calreticulin Ins5 and Del52 mutations impair unfolded protein and oxidative stress responses in K562 cells expressing CALR mutants. Sci Rep.

[74] Ma Y, Khan MZ, Xiao J, Alugongo GM, Chen X, Chen T (2021). Genetic markers Associated with milk production traits in dairy cattle. Agriculture.

# Supplementary material for: Transcriptomic regulations of heat stress response in the liver of lactating dairy cows
**Source:** BMC Genomics. 2023 Jul 20;24:410. doi: 10.1186/s12864-023-09484-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Table S1**

| Gene | GeneBank ID | Primer Sequence (5’-3’) | Product Size |
| --- | --- | --- | --- |
| PRAP1 | XM_005225715.4 | F: GGCCTGACATGAGAAGGCTCC  R: CCAGATGAGCTGGTTGTCCTT | 185 bp |
| ACACA | NM_174224.2 | F: GGAGACAAACAGGGACCATTAC  R: GTGGAAGGAATGCTTGGGAG | 187 bp |
| GPC3 | NM_001035463.2 | F: AGTGCTTTGCCTGGCTACAT  R: TTCCATTCCTCGCTGCCTTT | 115 bp |
| MIOX | NM_001101065.1 | F: TCCGAAACTACACGTCTGGC  R: ATAGGAGAAGCCCCCGAACT | 122 bp |
| DIO1 | NM_001122593.2 | F: CAACAGACCCTTGGTGCTGA  R: TCTTAAAAGCCCAGCCATCTGA | 161 bp |
| CRYAB | NM_174290.2 | F: ACATGAAGAGCGCCAGGATGA  R: GAGGCCTGTTTCCTTGGTCC | 150 bp |
| WFDC2 | NM_001076490.2 | F: GTCACAGGCTCAATCGCAGT  R: ACAGTCCTCATCCAAGACGC | 93 bp |
| HSPA1A | NM_203322.3 | F: TACGTGGCCTTCACCGATAC  R: GTCGTTGATGACGCGGAAAG | 171 bp |
| HSPB1 | NM_001025569.1 | F: CGGACGCACCCAGACCAGCCAGCAT  R: GGCTGTGGGCCGGATACCAGTCGCG | 105 bp |

**Table S2**

| Sample | Raw reads | Clean reads | Error (%) | Q20 (%) | Q30 (%) | GC (%) | Unique mapping rate (%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| HS_1 | 39896096 | 39667262 | 0.03 | 97.58 | 93.22 | 49.43 | 94.66 |
| HS_2 | 54990034 | 54622968 | 0.03 | 97.51 | 93.14 | 48.84 | 94.66 |
| HS_3 | 44358452 | 44127078 | 0.03 | 97.67 | 93.42 | 49.44 | 95.08 |
| PF_1 | 44179140 | 43932462 | 0.03 | 97.69 | 93.46 | 48.87 | 95.69 |
| PF_2 | 43048052 | 42791938 | 0.03 | 97.04 | 92.2 | 46.39 | 94.93 |
| PF_3 | 47116986 | 46839040 | 0.03 | 97.62 | 93.36 | 49.17 | 94.66 |
| TN_1 | 43244458 | 42989316 | 0.03 | 97.65 | 93.38 | 47.16 | 95.45 |
| TN_2 | 42745196 | 42467336 | 0.03 | 97.53 | 93.12 | 47.45 | 96.1 |
| TN_3 | 39950380 | 39726836 | 0.03 | 97.72 | 93.56 | 47.69 | 94.95 |

# Supplementary material for: Transcriptomic regulations of heat stress response in the liver of lactating dairy cows
**Source:** BMC Genomics. 2023 Jul 20;24:410. doi: 10.1186/s12864-023-09484-1
**Supplement:** Supplementary file 9 — Supplementary Material 9

**Supplementary information**

**Additional file 1: Table S1:** Primer list of selected genes for RT-qPCR validation. **Table S2:** Summary statistics of RNA-seq data. Unique mapping rate is obtained from STAR alignment result.

**Additional file 2**: **Table S3:** The gene list of differential expression analysis in pair-wise comparison. The FDR of the genes is obtained by DEseq2 R package.

**Additional file 3: Table S4:** The enrichment results of GO and KEGG for the DEGs.

**Additional file 4: Figure S1:** Measurement of clinical signs of heat stress response in cows under different conditions. **: p < 0.05; ns: no significance. TN: thermoneutrality; HS: heat stress; PF: pair-fed.

**Additional file 5: Figure S2:** PCA analysis of liver transcriptome in three conditions.

**Additional file 6: Figure S3:** Venn diagram of overlapping DEGs from pair-wise comparisons

**Additional file 7: Figure S4:** A: The GO enrichment of upregulated DEGs under PF; B: The KEGG enrichment of upregulated DEGs under PF; C: The GO enrichment of downregulated DEGs under PF; D: The KEGG enrichment of downregulated DEGs under PF. The brown node shows the enriched terms, and the size of brown node indicates the associated genes. The red or blue node shows the individual genes within each term, and the gradient of the gene color indicates the value of log2(Fold change).

**Additional file 8: Figure S5:** PPI networks of DEGs in pair wise comparison. A: HS vs TN; B: HS vs PF; C: PF vs TN. Red node: upregulated genes. Green node: downregulated genes. The color of the edge indicates the interaction score and the node size indicates the number of interactions with other proteins.

How the deposited data were processed for this re-analysis (not part of the article)

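Liver biopsies of lactating Holstein cows under heat stress (HS), thermoneutral and pair-fed (PF) or thermoneutral (TN) conditions were sequenced by the authors, with 3 cows and 3 libraries in each group and 9 libraries in all. The file used holds the authors' raw read counts per gene, with no normalization; all 9 of its columns were mapped to a cow and a group by their labels, and 0 columns were left out. According to the paper, the reads were filtered with fastp, aligned to ARS-UCD1.2 with STAR (at most 3 mismatches) and counted with featureCounts. The paper's figures show TPM values from IsoEM2, which were not used here, and its text does not name the annotation release or the strand and multi-mapping settings. Raw reads, RT-qPCR values, feed intake, milk yield and clinical measurements were not analysed here.

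The counts per library ranged from 16874444 to 22557047. For a share of counts in a single cow the 95% confidence interval (Wilson) was computed, and a count of 0 was taken to allow up to 3 counts; both cover counting error only, as PCR duplicates cannot be told apart. A fold change against a group whose cows all had at most 3 counts is given as a lower bound with that group set to 3 counts, and no fold change is given where both groups had at most 3 counts.

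Each pair of groups was fitted on its 6 libraries with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr, a quasi-likelihood fit and an F test, with Benjamini-Hochberg adjustment over all genes tested. A DEG had an FDR under 0.1 and a fold change over 1.5. A test of all 3 groups together used the same steps on all 9 libraries. Expression values are TMM-normalized CPM of the 9 libraries, and CPM on the log2 scale had an offset of 0.5. The PCA and its pseudo-F used the variance-stabilizing transformation of DESeq2 1.42.0 on the 3000 most variable genes, with an exact permutation test over the 280 ways to form 3 groups of 3. The share of counts on the 13 mitochondrial protein-coding genes was compared by exact two-sided permutation tests, whose smallest p with 3 cows against 3 is 0.1. A collection of 20 gene sets was tested with camera of limma 3.58.1 (inter-gene correlation 0.01) in each pair, with adjustment over the 60 tests, and again with fry and with an estimated correlation. Marker lists of other tissues and lists of clock genes were written later, before the tests that use them. Counts adjusted over the list alone were made for the genes of the paper's Tables 2 and 3 and Figs. 4, 5 and 6.

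The genes named are among those in the paper's results text, in its Tables 2 and 3 and in its Figs. 4, 5, 6 and 8, or in each comparison among the 5 DEGs with the smallest FDR whose groups do not overlap; genes outside this rule are named as chosen after their values were seen. The genes listed under enriched terms were taken from the paper's Table S4. The RefSeq annotation of ARS-UCD2.0 served only to match symbols and to name overlapping or neighbouring genes.

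The alternatives were DESeq2 on the 2 groups of a pair (the paper's tool), RLE size factors, mitochondrial genes left out of the library sizes, no filter on low counts, at least 10 counts in every sample, all 9 libraries in 1 fit, the replicate number as a block, an FDR under 0.05, a test of the fold change within the fit (glmTreat), and each cow left out in turn. For the PCA they were the 500 most variable genes, all genes past the filter, log2 CPM with a prior count of 2, and mitochondrial genes left out; for the share of counts, the log2 ratio to the counts on all other genes. The tests were first tested on simulated counts with the dispersion of each gene in the HS and TN libraries. The 200 changed genes were drawn from those with higher counts. The number of DEGs was also counted for each of the 10 ways to split the 6 cows of a pair, and the 3-group test for 100 of the 280 splits of the 9 cows drawn with a fixed seed. The overlap of the comparisons that share the TN cows was compared with 20 simulations in which no gene changed and each gene was drawn independently.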

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

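The tests for RNA from pancreas and from adrenal cortex were chosen only after the results were seen, and the test of genes that are on in some cows and off in others was chosen before.

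*PRSS2* was a signal in a gene the paper does not discuss, with a log2 fold change of 7.28 between the HS and TN groups. That value rests on 8 counts in 1 TN cow and was 6.60 without TN replicate 1. Without TN replicate 2, the cow with these counts, the remaining TN cows had 0 counts, so no fold change is given. The counts of *PRSS2* were 918, 363 and 262 in HS replicates 1, 2 and 3, 408, 8 and 0 in PF replicates 1, 2 and 3, and 0, 8 and 0 in TN replicates 1, 2 and 3. A candidate explanation is RNA from pancreas in the biopsies. The tables argue against it: of the 15 other acinar markers listed in the counts, 12 had at most 3 counts in each HS cow, and 10 had 0 counts in all 9 cows, while *PRSS2* had 1543 counts in HS cows. Among the markers at 0 in all cows were the abundant *CPA1*, *PNLIP* and *CEL*. *CTRC*, *CELA1* and *AMY2B* had more, and of these the 2 that could be tested had log2 fold changes of -0.30 and -0.22 between the HS and TN groups, neither with an unadjusted p under 0.05; *AMY2B* had counts in all 9 livers. The depth of the libraries differed by far less than the counts of *PRSS2*. The edgeR FDR of *PRSS2* between the HS and TN groups ranged from 2.55e-05 to 0.238 over its 14 alternatives, and 4 of them lost the call.

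A gene that some cows carry or express and others do not, whatever their treatment, remains open for *PRSS2*. With a gap of at least 16-fold between neighbouring cows as the criterion, 3 genes were on in some cows and off in others: *LOC100848815*, *LOC101906101* and *PRSS2*. The first and the last followed the groups, in that all cows of one group and none of another were low, and 11 of the 280 splits of the 9 cows had as many such genes. With 3 genes this test is too small to decide, so inherited differences among the cows cannot be told apart from an effect of HS for these genes. Reads shared with *LOC100300510* and *LOC509513*, which overlap *PRSS2* in ARS-UCD2.0, and an effect of HS on the gene were not tested further.

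*C18H19orf81* was another signal in a gene the paper does not discuss: it was at least 29.7-fold higher in HS than in TN cows, a log2 bound of 4.89. Its counts were 150, 56 and 89 in HS replicates 1, 2 and 3, 0 in each TN cow, and 0, 37 and 0 in PF replicates 1, 2 and 3. The HS libraries were at most 1.5 times as deep as the TN libraries, which leaves depth far short of this difference. Reads from *SHANK1*, which overlaps it in ARS-UCD2.0, were not tested as a source, and neither was a biological explanation beyond the comparison of the groups. The call was lost in 3 of the 6 fits that each left out 1 cow.

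*CYP11A1* was a signal in a further gene, which the text of the paper does not discuss, with a log2 fold change of 3.14 between the HS and PF groups. Its counts were 3281, 1993 and 2095 in HS replicates 1, 2 and 3, 166, 345 and 271 in PF replicates 1, 2 and 3, and 564, 1042 and 2900 in TN replicates 1, 2 and 3, so that the TN cows spread from near the PF level to the level of the HS cows. RNA from adrenal cortex is a candidate explanation for the HS cows. The tables argue against it: of the 8 other adrenal cortex markers listed in the counts, 4 had at most 3 counts in each HS cow, with *CYP11B1*, *MC2R* and *NR5A1* at 0 in all 9 cows, while *CYP11A1* had 7369 counts in HS cows. *STAR*, *CYP21*, *HSD3B1* and *FDX1* had more, the 3 of them that could be tested had log2 fold changes from -0.45 to 0.95 between the HS and PF groups, and none had an unadjusted p under 0.05; *STAR*, *HSD3B1* and *FDX1* had counts in all 9 livers. An effect of pair-feeding or of HS on the gene remains open and was not tested beyond the comparison of the groups. The FDR of *CYP11A1* between the HS and PF groups ranged from 7.31e-23 to 0.123 over its alternatives, and 1 of them lost the call.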

How the results depend on the processing

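All alternatives and the 20 gene sets were set before the data were examined; the GC correction, alone and with the replicate block, was not run, because the reference gives no GC content. The alternatives were followed for single genes and for the gene sets that camera called in a comparison, and not for the other sets. Every alternative kept the direction of these, except for *IL1B* in HS against TN cows and the cholesterol synthesis set in HS against PF cows. *IL1B* ranged from -0.027 without HS replicate 3 to 0.38 without HS replicate 2. The median of the cholesterol synthesis set ranged from -1.13 without HS replicate 3 to 0.013 without HS replicate 2. The cause was not tested. The cause was not tested for any other change below either, except where the alternative itself uses fewer cows or a stricter threshold.

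With DESeq2, HS against TN gave 270 DEGs (133 higher, 137 lower), among them 13 mitochondrial genes and all 13 DEGs of edgeR; HS against PF gave 122 (73 higher, 49 lower), 3 of them mitochondrial; and PF against TN gave 91 (34 higher, 57 lower), 5 of them mitochondrial. Common to HS and PF against TN were 9 higher and 23 lower genes, and specific to HS were 171 higher and 142 lower. In HS against TN it called 10 chaperone genes of Table 2 (22 adjusted over the list alone), 6 HSPs of Fig. 4, 2 immune genes of Fig. 5 and 18 regulators of Table 3, and its 3-group test gave 291 genes. Of 100 single genes, 68 passed the thresholds with DESeq2 and not with edgeR.

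Without the filter on low counts, HS against TN gave 124 DEGs (60 higher, 64 lower), with 1 mitochondrial gene, HS against PF 98 (69 higher, 29 lower) and PF against TN 136 (46 higher, 90 lower). Common to both were 14 higher and 24 lower genes, and specific to HS were 99 higher and 58 lower. The lists had 6 chaperone genes, 3 HSPs, 2 immune genes and 7 regulators, and the 3-group test gave 212 genes; 29 of 100 single genes passed that had not. With at least 10 counts in every sample, the higher genes in HS against TN numbered 3, those in HS against PF 2, and PF against TN had 1 DEG, which was lower (1 lower); 10 of the 13 DEGs in HS against TN and 3 of the 4 in HS against PF remained, and 1 of 93 other results became stronger.

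With RLE size factors, and with mitochondrial genes out of the library sizes, HS against PF gave 8 DEGs (3 higher, 5 lower), and 1 of 130 other results became stronger under each. The 4 DEGs of the fit above in HS against PF remained under both. With all 9 samples in 1 fit, HS against TN gave 4 DEGs (0 higher, 4 lower, with 1366 genes at an unadjusted p under 0.05), HS against PF 0 higher genes (418 at an unadjusted p under 0.05), and the genes specific to HS were 0 higher and 5 lower. In that fit the HSPs, immune genes and regulators called in HS against TN numbered 0, 0 and 0, with 6, 3 and 18 at an unadjusted p under 0.05, and 7 of 130 other results became weaker.

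At an FDR under 0.05, HS against TN gave 0 DEGs (0 higher, 0 lower, with 602 and 763 at an unadjusted p under 0.05), the genes specific to HS were 1 higher and 3 lower, the HSPs, immune genes and regulators called numbered 0, 0 and 0 (6, 3 and 18 at an unadjusted p under 0.05), and the 3-group test gave 3 genes; 8 of 100 other results became weaker under this stricter threshold. With the fold change tested within the fit (glmTreat), HS against TN gave 2 DEGs (2 higher, 0 lower, with 269 lower at an unadjusted p under 0.05 in that test), specific to HS were 3 higher and 3 lower, 9 chaperone genes passed adjusted over the list alone, and the HSPs, immune genes and regulators called numbered 0, 0 and 0 (6, 3 and 16 at an unadjusted p under 0.05); 6 of 100 other results became weaker.

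The replicate numbers do not pair cows: the correlation between cows of different groups ranged from -0.218 to 0.241 for the same number and from -0.311 to 0.303 for other numbers, and the labels name no shared batch. With the replicate block, HS against TN gave 32 DEGs (16 higher, 16 lower), HS against PF 8 (4 higher), the genes specific to HS were 18 higher and 19 lower, and 2 regulators were called; 3 of 130 other results became stronger.

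Across the fits that each left out 1 cow, the DEGs in HS against TN ranged from 0 (without HS replicate 2, with 1131 genes at an unadjusted p under 0.05) to 39 (without TN replicate 2), the higher ones from 0 to 6 and the lower ones from 0 to 33, with at least 384 higher and 488 lower at an unadjusted p under 0.05 in each fit. Without HS replicate 1, 3 genes were DEGs in HS against TN, none of them among the 13, and without TN replicate 2, 10 of the 13 remained. In HS against PF they ranged from 5 (without HS replicate 2) to 10 (without PF replicate 3), the higher ones from 2 to 6, and in PF against TN from 0 to 14 (without TN replicate 2), with 0 to 2 higher and 0 to 12 lower (at least 286 higher and 361 lower at an unadjusted p under 0.05 in each fit). Common to HS and PF against TN were 0 to 1 higher and 0 to 6 lower genes, the latter without TN replicate 2, and specific to HS were 2 to 11 higher and 3 to 29 lower genes. In HS against TN, the chaperone genes called ranged from 0 to 1, and from 9 to 17 adjusted over the list alone, the HSPs from 0 to 0, the immune genes from 0 to 1 and the regulators from 0 to 1, with at least 10, 5, 2 and 15 at an unadjusted p under 0.05 in each such fit. The 3-group test ranged from 2 (without HS replicate 2) to 47 (without TN replicate 2) genes. The numbers of mitochondrial genes called stayed at 0 in each of these fits, with 5 to 13 at an unadjusted p under 0.05 in HS against TN, 2 to 4 in HS against PF and 2 to 12 in PF against TN, and the chaperone genes over 1.5-fold ranged from 15 to 23. The fits have fewer cows and so less power, but what sets HS replicate 2 and TN replicate 2 apart was not tested. Other results that became weaker numbered 10, 11 and 10 of 105 without HS replicates 1, 2 and 3, 2, 2 and 4 of 45 without PF replicates 1, 2 and 3, and 13, 4 and 5 of 110 without TN replicates 1, 2 and 3, and those that became stronger numbered at most 4 in any of them.

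The pseudo-F of the PCA was 1.84 with the 500 most variable genes, 1.45 with all genes past the filter, 1.24 with log2 CPM and 1.63 without mitochondrial genes, each past the threshold of the exact permutation test, and ranged from 1.34 to 1.93 across the fits that left out 1 cow; it was no longer past the threshold without HS replicate 2 (1.39) or PF replicate 1 (1.45). The difference in the share of counts on the mitochondrial genes kept its direction throughout. The gene sets called by camera numbered 12 in HS against TN, 8 in HS against PF and 10 in PF against TN; with fry they numbered 1, 0 and 1, with the estimated correlation 0, 0 and 0, and across the fits that left out 1 cow 6 (without TN replicate 1) to 14, 6 to 11 and 9 to 12. The sets called by fry were the mitochondrial genes in HS against TN and in PF against TN, each with an FDR of 0.0540, and fry left 28 of the 30 sets called by camera without a call.

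Depth limits the genes near 0 counts: *HSPB3* and *HSPB7* could not be compared, and the levels of *C18H19orf81* in TN and of *PDYN* in HS cows lie near the limit that a count of 0 allows. In simulated libraries of this size edgeR called 3% of genes changed 2-fold, so the numbers of DEGs say little about changes of that size.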

Differences from the paper's values

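The paper's numbers come from DESeq2, which its methods name, and those here from edgeR; a gap in a count is taken as closed where the larger value is at most 1.5 times the smaller, and a gap in an FDR where both fall on the same side of 0.1. DESeq2 on the 2 groups of a pair closed every gap listed, and of the other alternatives set before the data were examined none closed a gap unless it is named.

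For HS against TN the paper gives 270 DEGs, 133 higher and 137 lower, against 13, 5 and 8 here; only DESeq2 closed these gaps. For HS against PF the paper gives 122 DEGs, 73 higher and 49 lower, against 4, 1 and 3 here; without the filter on low counts the total and the higher genes (98 and 69) also came to within 1.5 times the paper's, but the lower genes did not. For PF against TN the paper gives 91 DEGs, 34 higher and 57 lower, against 0, 0 and 0 here, with 1003 genes at an unadjusted p under 0.05; without the filter the total and the higher genes (136 and 46) exceeded the paper's by less than 1.5 times, and the lower genes (90) by more.

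The paper gives 9 higher and 23 lower genes common to the HS and PF groups, against 0 and 0 here; without the filter the lower genes (24) also came to within 1.5 times the paper's. It gives 171 higher and 142 lower genes under HS after those of the PF group were removed, against 6 and 10 here; only DESeq2 closed these gaps.

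The paper gives 6 HSPs as DEGs in HS against TN, against 1 here, and 18 regulatory genes, against 1 here; only DESeq2 closed these gaps. It gives 2 immune genes, *HAMP* and *SAA3*, against 1 here, *HAMP*; without the filter 2 were also called. It gives 13 mitochondrial genes lower in HS against TN, 5 in PF against TN and 3 in HS against PF, against 0, 0 and 0 here, with 12, 8 and 3 at an unadjusted p under 0.05; only DESeq2 closed these gaps.

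In the paper's Table S3 the FDR of *ND2* in HS against TN is the paper's 0.0592, against 0.522 here, and that of *ATP8* the paper's 0.0528, against 0.340 here; only DESeq2 gave these values, where the alternatives ranged up to 1.00 for both. The FDR of *SAA3* in PF against TN is the paper's 0.0350 there, against 0.523 here; with DESeq2 it was 0.0350 and without the filter 0.0127, where the alternatives ranged up to 1.00. Table S3 was held in part, with 1999 of its 28786 genes for each comparison. With DESeq2, the log2 fold changes of 1999, 1997 and 1997 of these genes were within 0.01 of the paper's in HS against TN, HS against PF and PF against TN.

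The paper states a stricter FDR threshold for all 13 mitochondrial genes in HS against TN than *ND2* and *ATP8* reach here with DESeq2, at 0.0592 and 0.0528. It states no significant difference of *HAMP* and *SAA3* between PF and TN cows, while *SAA3* passed with DESeq2, at an FDR of 0.0350. *HAMP* did not pass with DESeq2 (FDR 0.673), but 1 of its 15 alternatives called it, at an FDR of 0.0596. It states an increase of over 1.5-fold for all 26 chaperone genes of Table 2, while *DNAJB6*, *SEC63* and *HSPA8* had fold changes of 1.47, 1.48 and 1.48 with edgeR, and *HSPB3* and *HSPB7* rest on 1 count in 1 HS cow; with DESeq2 all 26 exceeded 1.5-fold. It states that all 6 HSPs were lower in PF than in HS and lowest in TN cows; *HSPH1* had 19.6 ± 6.84 CPM in PF and 19.1 ± 4.25 CPM in TN cows. It states that the immune genes rose in HS cows; all 7 were higher in HS than in TN cows here, but *IL1B* came to a log2 fold change of -0.027 without HS replicate 3. In PF against TN cows, which that statement does not cover, 3 of the 7 genes had a log2 fold change under 0. It states that the samples formed 3 clusters in the PCA; PF cows lay across both other groups on the second component and TN replicate 1 lay apart on the first. It states that cholesterol metabolism rose under HS, and the 4 genes listed for it were higher here as well. The set of 18 cholesterol synthesis genes tested here is a different list, so its values do not contradict that statement. Its median log2 fold change was -0.60, which ranged from -1.30 without HS replicate 3 to -0.080 without TN replicate 3. The set lost its call without HS replicate 2 (-0.20).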

Other observations

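The tests of explanations for the calls of DESeq2, the mitochondrial genes, TN replicate 1, *HP*, *LOC100848815* and the clock genes were chosen only after the results were seen.

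Among the 10 ways to split the 6 HS and TN cows, 1 gave as many edgeR DEGs as the real one (the real one itself; the others gave at most 0), and 1 as many DESeq2 DEGs (the others a median of 19 and at most 84). For HS and PF cows, 2 of 10 splits gave as many edgeR DEGs (the others at most 24) and 2 as many DESeq2 DEGs (at most 182), and for PF and TN cows 10 of 10 and 2 of 10 (at most 2 and at most 221). The real split of the PF and TN cows gave 0 edgeR DEGs, which any split reaches, so that 10 of 10 decides nothing. The real split was the only one with as many mitochondrial genes called by DESeq2, that is 1 of 10 in each of the 3 comparisons, with at most 0 in the others. In HS against TN it was also the only one with as many chaperone genes over 1.5-fold (1 of 10; the others at most 16), HSPs (1 of 10; at most 0), immune genes (1 of 10; at most 1) and regulators called by DESeq2 in one direction (1 of 10; 11 against at most 1). The study chose these gene lists on the real split of the same cows, which favors that split, so these counts are not independent evidence. With 10 splits the share cannot be under 0.1, so for none of these comparisons can the grouping of the cows be told apart from chance by this count alone. Camera called as many gene sets as the real split in 4 of 10 splits for HS and TN, 8 of 10 for HS and PF, and 9 of 10 for PF and TN cows, with up to 15, 13 and 13 sets in the others. The 3-group test was past as many genes in 3 of 100 splits of the 9 cows drawn from the 280, a share under 0.05, which argues against chance as the whole source of its 7 genes; the largest number in another split was 28.

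DESeq2 called many more genes than edgeR, and both explanations tested have values that go with them. In simulated counts with 200 genes changed 4-fold, 23.7% of the DESeq2 calls and 9.76% of the edgeR calls were unchanged genes, so part of the additional calls may be false; the shares were 43.2% and 25.0% with genes changed 2-fold and 30.6% and 14.5% with genes changed 8-fold, so calls of edgeR may be false as well. With 200 genes changed 2-fold, edgeR called 3% and DESeq2 33.5%, so part of them may be changes too small for edgeR with 3 cows per group. In simulations with no changed gene and the TN libraries shared, DESeq2 called a median of 20 genes in each comparison (at most 33 in HS and 51 in PF against TN) and edgeR a median of 0 (at most 4) in HS against TN. Which of the calls are of which kind was not tested.

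The lower level of the 13 mitochondrial genes in HS against TN cows had a median log2 fold change of -1.45. With these genes out of the library sizes it was -1.45, so scaling by their own counts leaves it in place. A fall of abundant transcripts in general is argued against by the 9 nuclear genes at least as abundant as the median of the 13, whose median was 0.73 (0.37 without TN replicate 1), with 9 of 9 higher in HS cows; of the 96 at least as abundant as the lower quartile of the 13, 79 were higher (62 without TN replicate 1). A single deviating library is argued against by the fits that each left out 1 cow, whose medians lay between -1.63 and -1.36. Lower expression of all respiratory chain subunits is argued against by the nuclear OXPHOS genes, whose median was 0.27 with 63 of 75 higher; without TN replicate 1 their median was 0.01, with 36 of 75 lower, against -1.37 for the 13. Lower expression of the machinery that copies and transcribes the mitochondrial genome cannot be told apart from no change in it, since 11 of its 27 genes were lower and 16 higher in HS cows and its activity is not measured by expression. A lower number of mitochondria or of mitochondrial genomes and a lower stability of their transcripts remain open and were not tested. The same holds for a loss of mitochondrial RNA in the handling of the biopsies. In the share of counts on the 13 genes, the PF cows, which were not heat-stressed, lay much nearer the HS than the TN cows. The differences were -2.28 points in HS against PF and -10.8 points in PF against TN cows. Gene by gene the contrast was smaller, with median log2 fold changes of -0.47 and -0.90. *ND3* went the other way, with means of 1711, 3744 and 5044 CPM in HS, PF and TN cows.

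TN replicate 1 lay apart from the other cows on the first principal component. Low depth is argued against by its total count, which was 99.7% of that of the next lowest cow. Its 10 most counted genes took 23.2% of its counts, close to the 22.7% of TN replicate 3, which argues against a few genes as the cause. Its hepatocyte markers were lower than in the other 8 cows (median difference -1.94 on the log2 scale, 13 of 15 lower). When genes were binned by abundance, the median difference of this cow was 0.21 in the lowest bin and -0.94 in the highest. How far the fall of the hepatocyte markers goes beyond this trend was not tested. A lower share of hepatocytes alone would raise the markers of all other cell types alike. By their medians, those of Kupffer cells (-0.52, 10 of 10 lower) and neutrophils (-0.69) were lower. Those of lymphocytes (0.05), cholangiocytes (0.10), stellate cells (0.13) and endothelial cells (0.03) were not. By their means, endothelial cells (0.22) and neutrophils (-1.03) lay furthest apart, at 3.27 standard errors across genes. Both were picked as the extremes and come from 1 cow, so this value does not measure a spread between cows. A change in the state of the liver of this cow, or in the quality of its RNA, remains open and was not tested.

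*HP* was higher in HS than in TN cows mainly through HS replicate 2. Without it the log2 fold change was 1.56 with an SE of 1.29, so a single HS cow cannot be told apart from a smaller rise in the group, as the spread among the remaining cows is too large. *LOC100848815*, which lies among the MHC class II genes, was nearly off in the 3 HS cows and in TN replicate 3. MHC class II haplotypes that differ among the cows are a candidate explanation: of the 10 other MHC class II genes with at least 30 counts in a cow, 4 were off (at most 3 counts) in some cows, or 40% against 7.58% of 14108 other genes with like counts (Fisher's exact test, one-sided, p = 0.00480). Some of these genes had been looked at before the test, and the haplotypes are not known, so this cannot be told apart from an effect of HS.

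The clock genes driven through E-boxes relative to those of the opposite arm of the clock were higher in HS than in PF cows, with differences of 0.46, 0.45 and -0.32 on the log2 scale in HS replicates 1, 2 and 3 and from -0.88 to -0.55 in PF cows (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow); in TN cows they ranged from 0.04 to 0.52. Another time of day at the biopsy may shift them, but the hours are not known, so it cannot be told apart from an effect of HS or of pair-feeding.

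Of the 20 gene sets, camera called 12 in HS against TN cows. The mitochondrial genes had an FDR of 8.90e-23, HSF1 targets a median log2 fold change of 1.02 (19 of 20 higher, FDR 1.95e-18), the ER unfolded protein response 0.69 (22 of 24 higher, FDR 2.11e-10) and acute phase genes 0.98 (21 of 21 higher, FDR 8.40e-12). Nuclear OXPHOS genes had 0.27 (FDR 9.93e-05), ribosomal proteins 0.26 (58 of 69 higher, FDR 0.000380), fatty acid oxidation 0.26 (18 of 20 higher, FDR 0.0290), hepatocyte markers 0.50 (13 of 15 higher, FDR 0.0101), Kupffer cell markers 0.38 (9 of 10 higher, FDR 0.0118) and neutrophil markers 0.36 (6 of 7 higher, FDR 0.00689). Lipogenesis (-0.61, 13 of 15 lower, FDR 0.000300) and cholesterol synthesis (-0.60, 16 of 18 lower, FDR 0.000767) were lower. Without TN replicate 1 the calls of nuclear OXPHOS genes (0.0091), ribosomal proteins (0.086), fatty acid oxidation (0.00041), hepatocyte (0.13), Kupffer cell (0.12) and neutrophil markers (0.11) were lost, without HS replicate 3 those of nuclear OXPHOS genes (0.10), fatty acid oxidation (0.10) and hepatocyte markers (0.19), and without HS replicate 2 that of cholesterol synthesis (-0.20), so that the mitochondrial genes, HSF1 targets, the ER unfolded protein response, acute phase genes and lipogenesis were the sets called in each of the 6 fits. In HS against PF cows, Kupffer cell markers (0.87, 10 of 10 higher, FDR 1.00e-10), neutrophil markers (0.95, 6 of 7 higher, FDR 0.000387), HSF1 targets (0.60, 20 of 20 higher, FDR 3.46e-13), acute phase genes (0.34, 18 of 21 higher, FDR 0.000228) and the ER unfolded protein response (0.22, 19 of 24 higher, FDR 0.0453) were higher, and the mitochondrial genes (-0.47, FDR 3.65e-07), fatty acid oxidation (-0.21, 17 of 20 lower, FDR 0.00153) and cholesterol synthesis (-0.35, 15 of 18 lower, FDR 0.0275) were lower; cholesterol synthesis was no longer called without HS replicate 1 (-0.13), HS replicate 2 (0.013), PF replicate 1 (-0.13) or PF replicate 2 (-0.056), the ER unfolded protein response without HS replicate 2 (0.15), HS replicate 3 (0.14), PF replicate 1 (0.15) or PF replicate 3 (0.10), fatty acid oxidation without HS replicate 1 (-0.061) or PF replicate 3 (-0.10), and acute phase genes without HS replicate 2 (0.25). In PF against TN cows, fatty acid oxidation (0.55, 20 of 20 higher, FDR 3.75e-07), ribosomal proteins (0.35, 66 of 69 higher, FDR 4.49e-07), nuclear OXPHOS (0.28, 68 of 75 higher, FDR 7.11e-07), the ER unfolded protein response (0.52, 21 of 24 higher, FDR 1.37e-06), acute phase genes (0.64, 18 of 21 higher, FDR 2.13e-06), hepatocyte markers (0.60, 14 of 15 higher, FDR 0.000300) and HSF1 targets (0.34, 16 of 20 higher, FDR 0.00369) were higher, and the mitochondrial genes (-0.90, FDR 3.91e-12), lipogenesis (-0.67, 11 of 15 lower, FDR 0.000476) and Kupffer cell markers (-0.49, 9 of 10 lower, FDR 0.0275) were lower; without TN replicate 1 nuclear OXPHOS (0.042) and HSF1 targets (0.16) lost their calls, without PF replicate 2 HSF1 targets (0.15), without PF replicate 3 lipogenesis (-0.43) and Kupffer cell markers (-0.30), and without TN replicate 2 Kupffer cell markers (-0.078). The remaining sets (machinery of the mitochondrial genome, circadian clock, glucocorticoid targets, and markers of erythrocytes, lymphocytes, cholangiocytes, stellate and endothelial cells) had FDRs over 0.1 in all 3 comparisons, as had each set not given for a comparison. Other splits of the cows gave as many sets, so these FDRs, which assume an inter-gene correlation of 0.01, cannot be read as evidence of a difference by themselves.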
